# Cerebellar granule neurons induce Cyclin D1 before the onset of motor symptoms in Huntington’s disease mice

**DOI:** 10.1186/s40478-022-01500-x

**Published:** 2023-01-20

**Authors:** Susanne Bauer, Chwen-Yu Chen, Maria Jonson, Lech Kaczmarczyk, Srivathsa Subramanya Magadi, Walker S. Jackson

## Abstract

Although Huntington’s disease (HD) is classically defined by the selective vulnerability of striatal projection neurons, there is increasing evidence that cerebellar degeneration modulates clinical symptoms. However, little is known about cell type-specific responses of cerebellar neurons in HD. To dissect early disease mechanisms in the cerebellum and cerebrum, we analyzed translatomes of neuronal cell types from both regions in a new HD mouse model. For this, HdhQ200 knock-in mice were backcrossed with the calm 129S4 strain, to constrain experimental noise caused by variable hyperactivity of mice in a C57BL/6 background. Behavioral and neuropathological characterization showed that these S4-HdhQ200 mice had very mild behavioral abnormalities starting around 12 months of age that remained mild up to 18 months. By 9 months, we observed abundant Huntingtin-positive neuronal intranuclear inclusions (NIIs) in the striatum and cerebellum. The translatome analysis of GABAergic cells of the cerebrum further confirmed changes typical of HD-induced striatal pathology. Surprisingly, we observed the strongest response with 626 differentially expressed genes in glutamatergic neurons of the cerebellum, a population consisting primarily of granule cells, commonly considered disease resistant. Our findings suggest vesicular fusion and exocytosis, as well as differentiation-related pathways are affected in these neurons. Furthermore, increased expression of cyclin D1 (*Ccnd1*) in the granular layer and upregulated expression of polycomb group complex protein genes and cell cycle regulators *Cbx2, Cbx4* and *Cbx8* point to a putative role of aberrant cell cycle regulation in cerebellar granule cells in early disease.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40478-022-01500-x.

## Introduction

Huntington’s disease (HD) [OMIM:143100] is a progressive and fatal neurodegenerative disease caused by a CAG repeat expansion in exon 1 of the Huntingtin gene (*HTT*), which results in an expanded polyglutamine stretch in the Huntingtin protein (HTT). While both wild-type and mutant HTT (mHTT) are expressed ubiquitously, the striatum is the region most affected in HD. In particular, GABAergic striatal projection neurons (SPNs) show pronounced selective vulnerability, with early degeneration of dopamine 2 receptor (Drd2)-expressing SPNs of the indirect pathway, followed by Drd1-expressing SPNs of the direct pathway [1]. In addition to striatal degeneration, renewed attention has been placed on cerebellar pathology and reassessment of its potential role in clinical symptoms of HD.

The cerebellum plays a role in functions commonly affected in HD patients, such as impairment of dexterity, postural instability, or ataxia-like symptoms. Indeed, the presence of neuropathology in the cerebellum has been described in HD patients and mouse models and is predominantly characterized by Purkinje cell loss, while the granular layer is relatively spared [2–5]. Neuroimaging showed degeneration of cerebellar gray matter in anterior and posterior lobules of the cerebellum in patients with mild motor symptoms [6]. Similarly, significant loss of Purkinje neurons was found in patients with motor phenotypes specifically, corroborating the involvement of the cerebellum in HD symptoms and a correlation of HD phenotype with cerebellar pathology [4]. Interestingly, there is increased functional connectivity between the striatum and cerebellum in asymptomatic children carrying CAG expansions, which declines in an age- and CAG repeat length-dependent manner [7]. Thus, the cerebellum may help to maintain normal motor function in early HD, compensating for the loss of striatal function [8]. Consequently, the spectrum of symptoms in HD may be influenced by loss of cerebellar compensation in addition to striatal dysfunction, making the cerebellum an interesting therapeutic target in HD.

Despite the importance of cerebellar disturbances in HD, the mechanisms behind them remain largely unclear. For example, the occurrence and degree of cerebellar pathology do not strictly correlate with CAG repeat length or the degree of striatal degeneration [2, 4, 9], which begs the question of what other mechanisms drive cerebellar degeneration in HD. Previous studies of mouse and human samples reported gene expression changes in the cerebellum, though delayed in severity compared to the striatum [10–12]. In general, functional pathways changed in the cerebellum were similar to those in the striatum and other brain regions [12, 13], suggesting differences in timing and severity of change may be the result of different inherent capacities of these regions to respond to mHTT [12]. Although recent studies of human and mouse striata identified cell type-specific gene expression responses to HD [14], similar studies of cerebella are missing. Since a differential vulnerability between cerebellar cell types has been reported, we studied responses of excitatory (vGluT2^+^) and inhibitory (Gad2^+^) cerebellar populations using cell type-specific translatome analysis with RiboTag [15] during an early, pre-symptomatic disease stage in S4-HdhQ200 mice. Surprisingly, cerebellar vGluT2^+^ neurons showed the strongest response with 626 differentially expressed genes (DEGs) which were enriched for vesicular exocytosis and included upregulation of cell cycle regulators Cyclin D1 and chromobox (Cbx) protein genes. This study suggests granule cells, commonly considered resistant in HD, may be affected early in disease.

## Methods

Ethical permissions for this work were granted by the Linköpings djurförsöksetiska nämnd (permission # 14741-2019) and the Landesamt für Natur, Umwelt und Verbraucherschutz Nordrhein-Westfalen (permission #s 84-02.04.2013.A169 and 84-02.04.2013.A128).

All HD mice were heterozygous as the very long mutation may partially inactivate the gene’s native function, and homozygotes may partially develop *Htt* knock-out phenotypes*.* Additional details are provided in supplemental methods.

### Mouse breeding

#### For RiboTag and histology experiments

S4-HdhQ200 mice were crossed three times to homozygous RiboTag mice (B6N.129-Rpl22^tm1.1Psam^/J, line #011029; Jackson Laboratory, Bar Harbor, ME), on a 129S4 background (> 99.5% 129S4) to establish Hdh^Q7/Q200^/Rpl22-HA^flox/flox^ mice. Cre-driver lines vGluT2-IRES-Cre [16] (Slc17a6^tm2(cre)Lowl^/J, line #016963; Jackson Laboratory), Gad2-IRES-Cre [17] (Gad2^tm2(cre)Zjh^/J, line #010802; Jackson Laboratory), and PV-IRES-Cre [18] (B6;129P2-Pvalb^tm1(cre)Arbr^/J, line #008069; Jackson Laboratory), were each backcrossed to be > 99% 129S4 [19]. To obtain experimental animals, male Hdh^Q7/Q200^/Rpl22-HA^flox/flox^ mice were crossed with female Hdh^Q7/Q7^ mice homozygous for Cre, producing offspring that are heterozygous for Cre and RiboTag, and either heterozygous or wild-type for *Htt*. Mice were sacrificed at approximately 9 months (average: 41.5 weeks, SD: 1.8; range: 39–45 weeks) by CO_2_ asphyxiation. The olfactory bulb was removed from the second hemisphere and the cerebellum and cerebrum were separated, flash-frozen on dry ice, and stored at − 80 to − 72 °C. Details are also provided in Supplementary Figure 1. The most abundant CAG repeat lengths were measured for each sample by fragment analysis. The smallest, median, and longest CAG repeat in the sample population: vGluT2 = 203, 205, 209; Gad2 = 201, 203, 207; PV = 202, 204, 207. For behavioral experiments, HdhQ200 mice were bred to 129S4 to generation 12 and subsequently bred to 129S4 mice carrying the Disrupted in schizophrenia 1 (*Disc1*) and non-agouti genes from C57Bl/6NTac mice that were 99.8% 129S4. The smallest, median, and longest repeat in the sample population were 160, 172, and 175 CAG triplets, respectively.

### Behavior

All tests were performed on the same cohort of control (3 male, 4 female) and HD mice (7 male, 5 female) between 3 and 18 months. Following 2 initial training days, motor tests were performed every 2–3 months and animals were weighed monthly. Mice were tested on the accelerating rotarod (ENV-574M, Mead Associates Inc, Fairfax, VT) for 300 s, with acceleration every 30 s from 4 revolutions per minute (rpm) to 40 rpm, and latency to fall was recorded. Followed by the balancing beam paradigm, in which mice crossed an ascending, narrow beam (1 m, 17° ascent, and 1.5 − 0.5 cm taper across the width) to reach a black box at the high end and time needed to traverse the beam was recorded. At each time point, mice performed two repeat balancing tasks, interspersed by burrowing. Burrowing behavior of animals was tested for 1 h in the light phase. Individual mice were placed in a cage with 200 ml of standard bedding substrate and a burrow made of a 20 cm long black plastic tube with a diameter of 7 cm, with the open end raised 3 cm and the closed end raised 1 cm from the cage floor. Removed bedding material was used as a measure of burrowing activity.

### Neuropathology

#### Tissue preparation

Mice were sacrificed by CO_2_ asphyxiation followed by transcardial perfusion with 10% formalin solution. Dissected brains were separated into hemispheres along the midline and fixed for 2 days at 4 °C with gentle shaking. Fixed brains were paraffinized with each cassette containing age-matched HD and control samples and cut into 4 µm sections.

#### Immunohistochemistry/immunofluorescence staining

Tissue sections were de-paraffinized and boiled in citrate buffer (pH 8) for 20 min for antigen retrieval, then cooled for 20 min at room temperature (RT). For NII staining, sections were incubated with 25 μg/ml proteinase K at 30 min/37 °C to remove cytosolic HTT. Sections were treated with 0.3% H_2_O_2_ for 30 min/RT, then permeabilized with blocking buffer (PBS with 2.5% normal horse serum (NHS)) for 1 h/RT, followed by incubation with primary antibody for 30 min/RT. Sections were washed twice in PBS for 5 min and secondary antibody was incubated for 30 min/RT, followed by 2 × 5 min PBS washes. For immunohistochemistry, sections were colorized using NovaRED (SK-4800, Vector Laboratories, Burlingame, CA). Primary antibodies: Huntingtin 1:100 (ab109115, Abcam, Cambridge, UK); GFAP 1:500 (GA524, Dako Omnis); Iba1 1:200 (019-10741, Wako Chemicals). Fluorescent secondary antibodies: Alexa Fluor 488 donkey anti-rabbit 1:250 (Jackson ImmunoReseach, AB_2313584).

In situ hybridization (ISH) was performed according to the RNAScope Fast-RED protocol followed by autofluorescence quenching for 5 min with TrueView (Vector Laboratories). Counterstaining with DAPI (1:20,000 in PBS with 2.5% NHS) was performed to identify Htt aggregates that are NIIs.

#### Image analysis and quantification

For *Htt* ISH, images of sections were taken with a Zeiss Axio A1/D1 microscope (Zeiss, Oberkochen, Germany) and deconvoluted using Huygens software (Scientific Volume Imaging (SVI), Hilversum, Netherlands). For quantitative analysis of Htt aggregates, *Htt* RNA staining, and HTT/DAPI colocalization, particle counting was done using IMARIS with default settings (Bitplane, Oxford Instrument, England). For *Ppp1r1b* ISH integrated density was measured in FIJI. *Ccnd1* ISH quantification was performed on matched HD and control sections from the same cassette, and imaged using a Zeiss LSM700 confocal microscope with identical settings. For quantification, a sum projection of Z-stacks was performed in FIJI and mean fluorescence intensity was measured in the granular layer right and left of arbor vita after background correction.

### RiboTag RNAseq

#### Preparation of RNA samples

For RiboTag Immunorepecipitation (IP) samples, cell type-specific mRNA was immunoprecipitated from brain tissue homogenates of flash-frozen cerebellum or cerebrum hemispheres, as described here [20]. In brief, homogenate was precleared by centrifugation and incubation with IgG isotype antibody-bound protein-G dynabeads (PGDB; 1009D, Invitrogen, Waltham MA). Hemagglutinin (HA)-tagged ribosomes with bound mRNAs were captured by incubation with 12CA5 anti-HA antibody (lot: 11666606001, Roche) 90 min/4 °C, followed by incubation with PGDBs for 60 min/4 °C. Beads were washed using buffers with increasing salt concentration and mRNA was eluted by phenol–chloroform extraction, followed by clean-up using the Qiagen RNeasy Mini kit. Before performing the RiboTag protocol, total RNA was isolated from tissue homogenates as input control.

#### Sequencing and alignment

Illumina TruSeq Stranded mRNA libraries were sequenced (paired-end, 100 bp) on a NovaSeq6000 (Illumina, San Diego CA) on an S4 flow cell. Library preparation and sequencing were performed at NGI Uppsala, Sweden. Alignment and mapping were performed with STAR/Salmon. Samples were kept if they contained > 24 M uniquely mapped reads.

### Bioinformatic analysis

For principal component analysis (PCA) the variance for protein-coding genes was calculated based on log-scaled transcripts per million (TPM) values across RiboTag IP or total RNA samples. The top 500 most variable genes were used for PCA. To analyze the enrichment of cell type-specific marker genes in RiboTag IP samples, we normalized log2-transformed TPM values to total RNA and calculated the row-wise z-score: Z = (x – mean(total RNA))/SD(row), where x is the sample value and SD is the row-wise standard deviation. Heatmaps were visualized with pheatmap (v1.0.12).

Differential expression analysis was performed with DESeq2 (v1.30.1) comparing disease and control samples for each cell type. Only protein-coding genes with a row-wise mean count > 10 were considered. Genes with a false discovery rate (FDR)-adjusted *p*-value ≤ 0.05 were considered as differentially expressed.

Overrepresentation analysis (ORA) for differentially expressed genes (DEGs) was performed for each cell type using clusterProfiler (v3.18.1), with a cutoff of FDR ≤ 0.05.

Gene set enrichment analysis (GSEA) for gene ontology (GO) Biological Process (c5.go.bp.v7.4.symbols; gsea-msigdb.org) and KEGG pathways (KEGG_mouse_2019; maayanlab.cloud/Enrichr) was performed with piano (v2.6.0) [21] using six methods (“mean”, “median”, “sum”, “stouffer”, “reporter” or “tailStrength”) to calculate statistical significance. Median consensus scores were calculated based on adjusted *p*-values using the integrated consensusScores function. Terms with distinct directional FDR ≤ 0.05 in at least two of the six applied gene set statistics were included. For visualization, GO terms were collapsed to parent terms by semantic similarity (Resnik, threshold = 0.8) using rrvigo (v1.2.0).

Chip-X enrichment analysis (ChEA) [22] was performed using the enrichr R-package (v3.0) to analyze the overrepresentation of DEGs among gene sets in the ChEA 2016 collection of transcription factor-associated genes.

Overlap analysis of cell type-specific DEGs from RiboTag IPs with bulk RNAseq data was calculated using Fisher’s exact test with the GeneOverlap R package (v1.26.0), using the average number of protein-coding genes detected in IP samples (12,519) as background. External data sets: HD [GEO:GSE65776]; SCA1 [GEO:GSE122099].

## Results

Although conventional transgenic mice can cause severe and early disease onset, accelerating experimentation, such models are vulnerable to expression pattern artifacts [23]. We therefore employed a knock-in mouse model. The mouse model carrying a repeat of approximately 200 CAGs in the endogenous gene (HdhQ200) was initially established in a C57BL/6J background [24, 25]. Since approximately 20% of mice in this background demonstrate nocturnal hyperactivity [26], which could create gene expression noise, we backcrossed the mutant allele into the 129S4 background. To characterize the disease phenotype in this new genetic background, we performed behavioral and histological analyses on S4-HdhQ200 heterozygous mice and littermate controls (hereafter HD and control respectively) at different ages (Fig. S1).

### HD mice in the S4 background are mildly affected

To assess behavioral changes during disease progression, we evaluated animals between the ages of 3–18 months using standard paradigms. At each experimental time point, mice performed a session on the accelerating rotarod, followed by walking on a balance beam, 1 h of burrowing and a second balance beam task. Body weight was monitored over the course of the behavioral assessment. Neither males nor females showed a significant difference in body weight between HD and controls (Fig. 1A, B), although female HD mice tended to weigh less. Rotarod performance declined with aging for both control and HD mice, but significant differences were only observed at 15 months (*p* < 0.05; Fig. 1C). Some HD mice performed very poorly on the balance beam task beginning at 12 months, but the majority performed as well as controls and the group average was similar to controls (Fig. 1D, F). Burrowing is an innate, instinctive, and rewarding behavior in mice, and burrowing paradigms are used as an assessment of overall well-being and the effects of disease on the performance of spontaneous behavior [27]. HD mice burrowed less at 9 and 12 months (*p* < 0.05). This trend continued at 15 and 18 months, but since several HD mice performed as well as controls, the differences were not significant (Fig. 1E). A larger cohort of mice may have produced more statistically significant differences, but it would not have changed the overall conclusion that S4-HdhQ200 mice showed only a very mild behavioral phenotype, even at an advanced age, similar to when this mutation is in the C57Bl/6 background [24, 25].

**Fig. 1:**
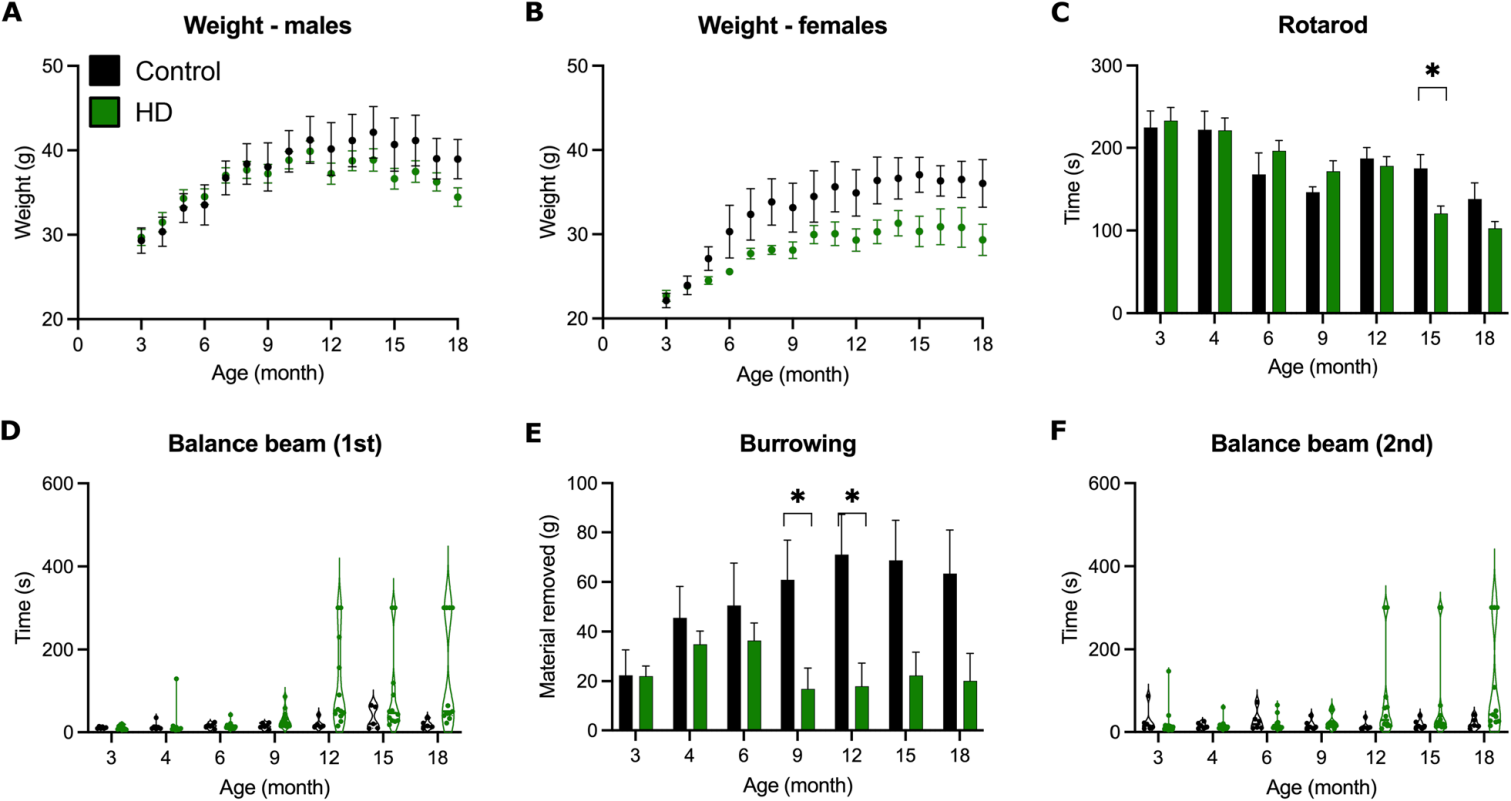
S4-HdhQ200 mice have a mild behavioral phenotype. **A**, **B** Body weight is not significantly reduced in male (**A**), or female (**B**) HD mice compared to littermate controls. **C** HD mice remain on the rotarod for less time than control mice at 15 months. **D**, **F** HD mice show no significantly different performance in the balance beam task. For each time point, two repeat measures were performed, with a one-hour burrowing period between the first (**D**) and second (**F**) test. **E** HD mice burrow less than littermate controls at 9 months and 12 months. HD n = 12 (green), control n = 7 (black), unpaired t-test without corrections for multiple testing, (*p < 0.05)

In contrast to the mild behavioral phenotype, the histopathological phenotype revealed changes consistent with HD. NIIs are common in polyglutamine diseases, such as HD and several spinocerebellar ataxias, and their extent can be indicative of disease stage. To improve detection of Htt protein aggregates, soluble Htt was partially removed by applying a mild proteinase K treatment, resulting in bright puncta on a background of diffuse staining, only in HD mice (Fig. 2A, B). The proportion of cells with proteinase K-resistant Htt aggregates was measured at 4, 9 and 18 months in eight brain regions (Fig. 2C). By 9 months of age, aggregates were detected in all brain regions, however hippocampus, striatum, and cerebellum had the highest percentage (Fig. 2D, Fig. S2). Immunofluorescent co-staining of Htt with the nuclear stain DAPI revealed that nearly all aggregates in these brain regions were NIIs (Fig. 2E, Fig S2). In contrast, aggregates in the thalamus, brain stem, midbrain, and hypothalamus were much less frequent and presented mostly as cytosolic aggregation foci, appearing like NIIs but not within a nucleus (Fig. 2D, E; Fig. S2). To determine if regions with high NII load expressed *Htt* the highest, in situ hybridization (ISH) for *Htt* mRNA was performed. Surprisingly, the striatum and cerebellum were among the lowest expressing regions, whereas the thalamus was the second highest expressing region, indicating something other than expression levels determines NII load (Fig. 2F). We also observed a significant, age-dependent downregulation of *Htt* mRNA levels in HD mice in all brain regions except the hypothalamus by 9 months (Fig. 2F; Fig. S2).

**Fig. 2:**
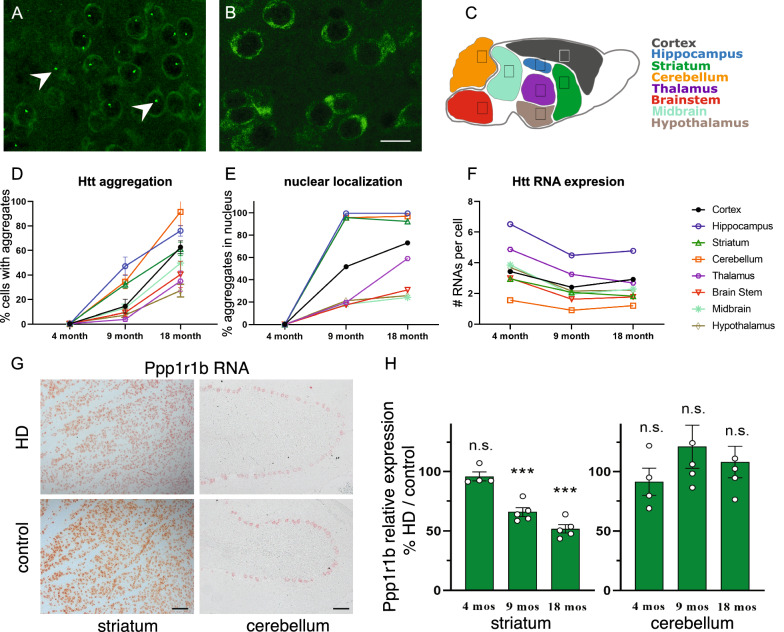
S4-HdhQ200 mice show HD-typical neuropathology by 9 months of age. **A** Htt aggregates (2 examples marked with arrowheads) present in 9 months (mos) old HD striatum (**A**), were absent from 9 mos old control striatum (**B**). **C** Overview of brain regions analyzed. **D**–**F** The proportion of aggregates per cell (**D**), the percent of aggregates that are NIIs (**E**), and the number of RNA molecules detected per cell (**F**). All charts share the key in (**F**), using the same color scheme as in (**C**); statistical analyses are presented in Fig. S2. **G**–**H** Representative images of RNA ISH for Ppp1r1b in 9 mos old brain sections (**G**), and quantification and analysis in (**H**). Unpaired t-test without corrections for multiple testing (***p < 0.001). The scale bar in (**B**) represents 25 µm, and the scale bars in (**G**) represent 100 µm

Previous analyses of similar HD knock-in mouse models revealed downregulation of common HD-associated genes in striatal cell types early in the disease [10, 14], suggesting loss of striatal identity may be one of the earliest features of HD pathology. We therefore performed ISH staining for one such marker, Ppp1r1b (DARPP32), which is abundant throughout the striatum and in Purkinje neurons of the cerebellum. Ppp1r1b was reduced by 38% in the striatum at 9 months, and 51% by 18 months but was unchanged in the cerebellum at all time points (Fig. 2G, H). Staining for Gfap and Iba1 showed no obvious signs of astrogliosis or microgliosis at any disease stage (Fig. S3). Finally, no differences were detected between HD and control mice at 4 months of age, indicating the abnormalities detected at 9 and 18 months were not caused by a developmental defect. In summary, like other HD knock-in mice, S4-HdhQ200 mice have very mild behavioral and neuropathological changes, with abundant NII accumulation in specific brain regions and Ppp1r1b reduction in the striatum at 9 months. Therefore, here we considered 9 months as an ideal early disease stage for assessment of cell type-specific translatome changes.

### Capture of cell type-specific translatomes

To study cell type-specific translatomes we employed the RiboTag method [15]. It utilizes a knock-in mouse line in which the endogenous gene encoding large subunit ribosomal protein 22 (Rpl22) has been engineered such that activation by Cre recombinase results in a hemagglutinin (HA) antibody epitope being encoded on the C-terminus of Rpl22, and consequently HA-tagged ribosomes (RiboTag). From these samples, one can immunoprecipitate (IP) HA-tagged ribosomes from cell types of interest, and sequence the attached translating mRNAs, representing the translatome. To this end, we crossed Hdh^Q7/Q200^-Rpl22HA^flox/flox^ mice with homozygous Cre-driver lines to generate HD and control mice expressing RiboTag in targeted cell types. We targeted general populations of either GABAergic (Gad2^+^) or glutamatergic (vGluT2^+^) neurons in the cerebellum and the cerebrum, where the cerebrum is the remaining part after removal of the cerebellum and olfactory bulb from the brain. In the cerebrum, we also targeted the subset of GABAergic neurons expressing the neuropeptide parvalbumin (PV) (Fig. 3A). We have previously shown that these Cre lines direct RiboTag expression in the desired cell types [28]. Since the PV Cre line targets the same cerebellar cell types as the Gad2 line, and were thus redundant, the cerebellar PV samples were not processed.

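RiboTag IP and total RNA (input) libraries were made from cerebral and cerebellar homogenates of Hdh Q7/Q200 (HD) and Hdh Q7/Q7 (control) mice at 9 months of age. An IP library holds mRNA bound to the HA-tagged ribosomes of the targeted cell type, while a total RNA library holds mRNA of all cells in the tissue. The authors aligned and quantified stranded, poly(A)-selected read pairs with STAR and Salmon in the nf-core/rnaseq pipeline, and deposited estimated counts per gene without normalization. Genome build and annotation release are not given in the sources used here. Of the 55401 mouse genes listed beside 92 ERCC spike-ins, 55141 have identifiers found in GENCODE M21 (GRCm38), from which gene types and positions were taken. In the cerebrum, the Gad2+ IPs came from 6 control mice, with 25849582 to 42528323 counts on mouse genes per library (median 34373004), and 6 HD mice, with 24294234 to 45434047 (median 36163942). The PV+ IPs came from 6 control mice, with 23256806 to 47869642 counts (median 31923798), and 5 HD mice, with 32941860 to 107753596 (median 36313900). For vGluT2+ IPs there were 6 control mice, with 29903373 to 68022516 counts (median 36255033), and 6 HD mice, with 33195170 to 60611448 (median 40790141). In the cerebellum, the Gad2+ IPs came from 6 control mice, with 28961145 to 40661342 counts (median 35626924), and 6 HD mice, with 26873270 to 93692505 (median 40334584). The cerebellar vGluT2+ IPs came from 5 control mice, with 34229866 to 40085606 counts (median 36498930), and 6 HD mice, with 30077307 to 44073936 (median 37796762). Total RNA was sequenced from 3 control and 3 HD mice per line and region, except for 4 and 4 in the vGluT2 cerebellum, with 21905238 to 54734084 counts per library (median 35622372). The methods state that samples were kept above 24000000 uniquely mapped reads, and the supplementary methods above 30000000 mapped reads. The depths given here are totals of estimated counts. Over all 106 libraries, which include an SST line that the paper does not report, 2 lay under 24000000 and 12 under 30000000 when spike-ins were included. According to the supplementary methods, 3 libraries were sequenced again in a second run. All 3 are HD IPs (1 each of cerebellar Gad2+, PV+ and cerebral vGluT2+), so that run and genotype cannot be told apart for them. Estimated counts were rounded to whole numbers, and spike-ins were left out of library sizes. As in the paper's methods, protein-coding genes with a mean count over 10 in a comparison were tested and called DEGs at an adjusted p-value of 0.05 or less. HD and control IPs of each cell type were compared by edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment, whereas the authors used DESeq2, which was run as an alternative. Expression levels are TMM-normalized CPM, the counts of a gene scaled to a common library size, and SE is the standard error of a log2 fold change.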

**Fig. 3:**
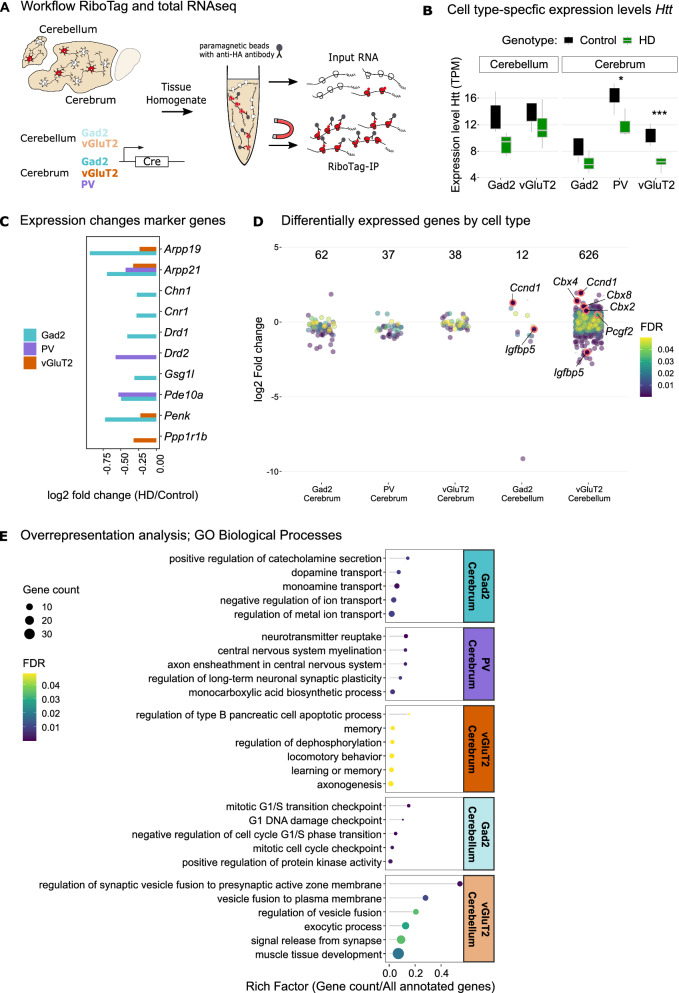
Translatome analysis with RiboTag reveals cell type-specific responses in HD. **A** Hdh^Q7/Q200^ mice homozygous for RiboTag were crossed with homozygous Cre-driver lines to facilitate cell type-specific expression of Rpl22-HA in glutamatergic (vGluT2^+^) and GABAergic (Gad2^+^) neurons in the cerebellum and cerebrum, and parvalbumin (PV^+^)-expressing neurons in the cerebrum. Cerebellum and cerebrum (without olfactory bulb) were separated and flash frozen at 9 months. For RiboTag IPs, cell type-specific HA-tagged ribosomes were immunoprecipitated from tissue homogenate using anti-HA antibody bound to magnetic beads. Total RNA was prepared from an aliquot of the same tissue homogenate. **B** Expression levels of Htt mRNA were slightly reduced in all cell types, significantly in cerebral vGluT2^+^ and PV^+^ neurons (* FDR ≤ 0.05; ** FDR ≤ 0.01; *** FDR ≤ 0.001). **C** HD-typical genes showed downregulation in cerebral cell types. **D** Differentially expressed genes (DEGs) (FDR ≤ 0.05) for each cell type. **E** Top five significantly enriched terms (FDR ≤ 0.05) among DEGs reveal cell type-specific responses to mHtt

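*Htt* (ENSMUSG00000029104.15) lies on chromosome 5 of GRCm38 from 34761740 to 34912534, and the gene-level counts do not separate its alleles. In cerebral vGluT2+ IPs, *Htt* fell from 72.2 ± 6.49 CPM (SD, n = 6) in controls to 46.8 ± 2.64 CPM (SD, n = 6) in HD mice, with no overlap between the groups. This was a log2 fold change of −0.63 (SE 0.0849, adjusted p = 0.0444 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). When each library was left out in turn, the log2 fold change stayed between −0.66 and −0.58, but the call was kept only without control replicate 5, and the adjusted p from the same test reached 0.396. In PV+ IPs, the level was 102 ± 9.33 CPM (SD, n = 6) in controls and 76.3 ± 8.34 CPM (SD, n = 5) in HD mice (log2 fold change −0.42, SE 0.0933, adjusted p = 0.319 from the same test). The log2 fold change was −0.47 (SE 0.143) in cerebral Gad2+, −0.58 (SE 0.178) in cerebellar Gad2+ and −0.32 (SE 0.131) in cerebellar vGluT2+ IPs. None of these 3 passed the same test, with adjusted p-values of 0.455, 1 and 0.268. The choice of DESeq2 in place of edgeR moved these results most. By DESeq2, the adjusted p was 9.02e-09 in cerebral vGluT2+ and 0.0264 in PV+ IPs, and 0.209, 0.46 and 0.179 in the other cell types in the same order. Between the cerebellar cell types the change of *Htt* differed by 0.24 (vGluT2+ minus Gad2+, SE 0.224, adjusted p = 0.853 from the same test of the interaction), which did not pass, and between cerebral cell types it was not tested.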

Upon sequencing RiboTag-captured mRNAs, we found *Htt* mRNA levels were significantly reduced in cerebral PV^+^ and vGluT2^+^ neurons in HD mice, with the same trend in the other cell types (Fig. 3B), consistent with the histological analysis (Fig. 2F). Principal component analysis (PCA) of IP and total RNA samples showed a clear separation of RiboTag IP samples by targeted cell type, in contrast to total RNA samples (Fig. S4A, B), indicating that we successfully obtained cell type-specific translatomes from RiboTag IPs. This was confirmed by analyzing the expression of cell type-specific marker genes in comparison to total RNA samples (Fig. S4C, D). 

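Separation was measured as the mean silhouette width by Cre line on PC1 and PC2, which is near 1 for groups that stand apart and near 0 for groups that mix. The 500 most variable protein-coding genes were taken on the log2(CPM + 1) scale, in place of the paper's TPM values. Over the 35 cerebral IPs of 3 cell types, PC1 held 54.2% and PC2 26.6% of the variance, and the silhouette width was 0.9. Over the 23 cerebellar IPs of 2 cell types, PC1 held 91.8% and PC2 2.1%, and the width was 0.88. Both had p = 1e-05 in a one-sided permutation test of the line labels, the smallest p that 100000 resamples can give. For total RNA, the width was −0.07 over 18 cerebral libraries (one-sided permutation test, p = 0.218) and −0.04 over 14 cerebellar libraries (one-sided permutation test, p = 0.608). A pseudocount of 0.1 moved the IP values most, to 0.85 in the cerebrum and 0.84 in the cerebellum. With IP and total RNA libraries in one PCA, and total RNA as a group of its own, the width was 0.63 over 53 cerebral and 0.89 over 37 cerebellar libraries.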

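Marker enrichment was tested as the log2 ratio of the IPs of a cell type to all total RNA libraries of the same region (n = 18 in the cerebrum), with genotype as a covariate. In cerebral Gad2+ IPs (n = 12), *Lhx6* was at 74.7 ± 4.24 CPM (SD), against 19 ± 1.42 CPM (SD) in total RNA, a log2 ratio of 1.98 (SE 0.0483, adjusted p = 4.81e-24 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 ratio was 1.73 for *Gad2*, 1.93 for *Slc32a1* and 1.8 for *Dlx2*. In PV+ IPs (n = 11), it was 1.49 for *Gad2*, 1.43 for *Slc32a1*, 0.92 for *Dlx2* and 1.97 for *Lhx6*. In cerebral vGluT2+ IPs (n = 12), the same genes had log2 ratios of −2.73, −4.11, −3.53 and −3.55. Across these 12 comparisons the highest adjusted p from the same test was 2.39e-08, for *Dlx2* in PV+ IPs. IP and total RNA of some mice are paired. A fit of those mice alone, with the mouse as a block, moved the marker results most, and changed 1 call among the marker genes tested, for *Itgam* in cerebellar Gad2+ IPs.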

General GABAergic markers *Gad2*, *Slc32a1, Dlx2, and Lhx6* were enriched in cerebral Gad2^+^ and PV^+^, but not vGluT2^+^ neurons (Fig. S4C). 

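In PV+ IPs, all 7 genes linked to cortical PV+ interneurons were higher than in total RNA, with log2 ratios of 2.48 for *Kcnc2*, 2.35 for *Syt2*, 2.01 for *Ank1*, 2 for *Nek7*, 1.88 for *Pthlh*, 1.46 for *Gpr176* and 1.15 for *Cplx1*. The highest of their adjusted p-values was 1.14e-09 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 5 genes with high striatal expression, 4 were lower, with log2 ratios of −2.76 for *Ppp1r1b*, −2.39 for *Penk*, −2.09 for *Adora2a* and −1.14 for *Drd2*. *Drd1* was at 21.5 ± 3.72 CPM (SD, n = 11) in PV+ IPs and 22.1 ± 6.83 CPM (SD, n = 18) in total RNA, a log2 ratio of −0.05 (SE 0.139, adjusted p = 0.733 from the same test), which is within the spread between libraries. Log2 ratios for markers of other interneurons were −2.5 for *Vip*, −1.43 for *Htr3a* and −1.4 for *Sst*.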

PV^+^ samples showed enrichment for genes important for the development and function of cortical PV^+^ interneurons (*Syt2, Cplx1, Nek7, Ank1, Kcnc2, Gpr176, Pthlh*) [29–32], while marker genes for Gad2^+^/PV^−^ neurons, including genes with high striatal expression levels such as *Adora2a, Drd1, Drd2, Penk,* and *Ppp1r1b,* were depleted in PV^+^ samples, as were markers of other PV^−^ GABAergic interneuron subtypes (*Sst, Vip* and *Htr3a*). Cerebellar Gad2^+^ samples (Fig. S4D) showed enrichment of markers for Purkinje (*Pcp, Grid2, Esrrb, Foxp2*), Basket (*Kcna2*), Golgi (*Lgi2, Gdj2, Sorcs3*), and Stellate cells (*Grik3*), while cerebellar vGluT2^+^ samples showed enrichment for granule cell markers (*Gabra6, Cntn2, Zic1, Etv1, Nfia*) [33, 34]. 

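The symbols *Pcp* and *Gdj2* were read here as *Pcp2* and *Gjd2*. In cerebellar Gad2+ IPs (n = 12), log2 ratios to total RNA (n = 14) were 2.26 for *Foxp2*, 1.63 for *Pcp2* and 1.19 for *Esrrb* among the Purkinje markers. They were 1.4 for *Kcna2*, 2.04 for *Sorcs3*, 1.79 for *Lgi2*, 1.16 for *Gjd2* and 1.97 for *Grik3*. The highest adjusted p among these genes was 1.08e-08, for *Foxp2* (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In cerebellar vGluT2+ IPs (n = 11), the granule cell markers other than *Gabra6* rose less than any of these. Total RNA of the cerebellum is itself rich in granule cells, so that these ratios do not compare the purity of the IPs. *Gabra6* was at 1040 ± 253 CPM (SD) against 431 ± 149 CPM (SD) in total RNA, a log2 ratio of 1.31, followed by 1.05 for *Etv1*, 0.91 for *Zic1* and 0.54 for *Cntn2*. *Nfia* had the smallest ratio, 0.41 (SE 0.155, adjusted p = 0.0217 from the same test).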

As expected, astrocyte and microglia markers [35], were depleted in all IP samples compared to total RNA. 

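For each cell type, 5 astrocyte and 5 microglia markers were compared, and all 50 log2 ratios of IP to total RNA were below 0. For the astrocyte markers *Apoe*, *Slc1a3*, *Slc6a11*, *S100b* and *Gfap*, they ran from −4.95 (*Apoe* in cerebral vGluT2+ IPs) to −1.51 (*S100b* in PV+ IPs). Microglia markers ran from −5.1 (*Tmem119* in cerebral vGluT2+ IPs) to −0.68 (*Itgam* in cerebellar Gad2+ IPs). *Itgam* also had the highest adjusted p of the 50, 0.00156 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, SE 0.181). With the mouse as a block, *Itgam* was −0.53 in cerebellar Gad2+ IPs and no longer passed the same test (adjusted p = 0.132). The microglia markers were the least depleted in the Gad2+ IPs, at −1.71 to −1.01 in the cerebrum and −1.88 to −0.68 in the cerebellum, against −3.46 to −1.48 in PV+, −5.1 to −4.06 in cerebral vGluT2+ and −3.8 to −2.63 in cerebellar vGluT2+ IPs.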

Taken together, these results confirm the successful isolation of cell type-specific translatomes with RiboTag and the inclusion of expected neuronal populations in both targeted regions.

### Translatome analysis reveals cell type-specific responses to mHtt

Next, we performed differential gene expression analysis to study the cell type-specific responses of targeted neurons to mHtt. 

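In cerebral Gad2+ IPs (n = 6 per genotype), *Arpp21* (ENSMUSG00000032503.18, chromosome 9 of GRCm38, 112065091 to 112235938) fell from 850 ± 35.5 CPM (SD) in controls to 495 ± 83 CPM (SD) in HD mice. Its log2 fold change was −0.78 (SE 0.107, adjusted p = 0.0135 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost without HD replicate 5 or HD replicate 6, with an adjusted p of up to 0.0642 from the same test. *Penk* fell from 1940 ± 214 to 1040 ± 244 CPM (log2 fold change −0.9, SE 0.145, adjusted p = 0.0658 from the same test). *Pde10a* fell from 304 ± 67.8 to 170 ± 39.1 CPM (log2 fold change −0.84, SE 0.175, adjusted p = 0.174). *Drd1* fell from 147 ± 17.1 to 97.9 ± 11.8 CPM (log2 fold change −0.58, SE 0.106, adjusted p = 0.0847). For these 4 genes the HD and control libraries did not overlap, which chance gives for 0.216% of genes at this n. The paper names them as known HD-associated genes, and already reports them as lower in the same libraries. *Pcp4* had a log2 fold change of −0.59 (SE 0.143, adjusted p = 0.265), *Ppp1r1b* of −0.58 (SE 0.159, adjusted p = 0.367) and *Drd2* of −0.35 (SE 0.12, adjusted p = 0.536), all from the same test. For *Drd2*, control replicate 4 at 185 CPM stood apart from the other controls at 139 to 154 CPM. DESeq2 called *Arpp21* (adjusted p = 6.47e-09), *Penk* (2.04e-05), *Drd1* (0.000342), *Pde10a* (0.00404) and *Pcp4* (0.0271), but not *Ppp1r1b* (0.093) or *Drd2* (0.295). Of the other genes shown in Fig. 3C for these neurons, *Arpp19* fell from 385 ± 65.6 to 190 ± 25.4 CPM (log2 fold change −1.02, SE 0.13, adjusted p = 0.00827) and passed the same test without any single library. *Chn1* (−0.55, adjusted p = 0.18), *Cnr1* (−0.64, adjusted p = 0.265) and *Gsg1l* (−0.44, adjusted p = 0.139) were lower without passing the same test, and passed by DESeq2 (adjusted p = 0.00604, 0.0329 and 0.00107).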

For cerebral neurons, we observed downregulation of known HD-associated neuronal genes, such *as Drd1, Drd2, Penk, Ppp1r1b, Pde10a, Arpp21*, and *Pcp4, all* commonly reported to be downregulated in both human HD patients and various HD mouse models [36–38] (Fig. 3C). Several of these genes show high striatal expression in early vulnerable populations i.e., Gad2^+^ SPNs, so the observed downregulation of these genes in cerebral Gad2^+^ neurons further supports a striatal phenotype in our HD mice at 9 months. 

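The genes with the largest log2 fold changes among those past the threshold in cerebral Gad2+ IPs were *Ddit4l*, *Arpp19*, *Arpp21* and *Rgs4*, all lower in HD mice with no overlap between groups. *Ddit4l* fell from 11.9 ± 1.11 to 3.05 ± 0.972 CPM (SD, n = 6 per genotype), a log2 fold change of −1.95 (SE 0.182, adjusted p = 0.000516 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its HD replicate 4 at 4.99 CPM stood apart from the other HD libraries at 2.33 to 2.88 CPM. *Rgs4* fell from 311 ± 28.5 to 181 ± 14.8 CPM, a log2 fold change of −0.78 (SE 0.0903, adjusted p = 0.00389 from the same test). Both passed the same test whichever library was left out. A list of 10 genes of striatal projection neurons, such as *Drd1*, *Drd2* and *Penk*, was enriched over total RNA in these IPs, with a median log2 ratio of 2.16. All 10 were lower in HD mice, with a median log2 fold change of −0.55 and a range of −0.9 to −0.02. The list includes genes that the paper already reports as lower in these libraries.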

Comparison of our cell type-specific data with bulk RNAseq of striata from the zQ175DN HD knock-in model [10] showed a highly significant overlap between gene expression changes detected in cerebral Gad2^+^ samples and bulk striatal tissue at all observed time points (Fig. S5A), further indicating that our S4-HdhQ200 mice have HD-typical phenotypes. There was also a significant overlap of bulk RNAseq data with our cell type-specific results for cerebellar Gad2^+^ and vGluT2^+^ neurons (Fig. S5B). 

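In PV+ IPs (6 control and 5 HD mice), none of *Drd1*, *Drd2*, *Penk*, *Ppp1r1b*, *Pde10a*, *Arpp21* and *Pcp4* passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold change was −0.69 for *Drd2* (SE 0.146, adjusted p = 0.243), −0.66 for *Pde10a* (SE 0.131, adjusted p = 0.181) and −0.5 for *Arpp21* (SE 0.102, adjusted p = 0.214) by the same test. DESeq2 called these 3 genes, with adjusted p-values of 0.00715, 0.003 and 0.00598. It was −0.57 for *Penk* (adjusted p = 0.854), −0.34 for *Ppp1r1b* (adjusted p = 1), −0.32 for *Drd1* (adjusted p = 1) and 0.1 for *Pcp4* (adjusted p = 1), all by the same test and none called by DESeq2. PV+ HD replicate 3 held more *Penk* (69.8 CPM), *Ppp1r1b* (109 CPM) and *Pcp4* (288 CPM) than the other HD libraries (31.3 to 37.6, 32.2 to 47.7 and 121 to 166 CPM), and without it *Pcp4* changed by −0.19. In cerebral vGluT2+ IPs (n = 6 per genotype), *Ppp1r1b* fell from 160 ± 33.6 to 110 ± 10.8 CPM (SD), a log2 fold change of −0.54 (SE 0.125, adjusted p = 0.468 from the same test). Its control replicate 1 was at 225 CPM, against 127 to 158 CPM in the other controls. *Penk* changed by −0.52 (SE 0.133, adjusted p = 0.567), *Arpp21* by −0.46 (SE 0.0825, adjusted p = 0.147), *Pde10a* by −0.44 (adjusted p = 0.666) and *Drd1* by −0.34 (adjusted p = 0.687), all by the same test. DESeq2 called *Arpp21* (adjusted p = 0.000554) and *Ppp1r1b* (0.0319), while *Penk* reached 0.0501. *Drd2* (−0.03) and *Pcp4* (0) did not change beyond their spread, and their sign depended on which library was left out (−0.09 to 0.02 and −0.09 to 0.14). Across genes depleted more than 2-fold in an IP, the log2 fold changes in IP and total RNA had a Pearson correlation of 0.38 for PV+ IPs (Spearman's rho 0.38) and 0.03 for cerebral vGluT2+ IPs (rho 0). Genes are not independent replicates, and whether the changes differ between cell types was not tested.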

Notably, these HD-associated genes were also downregulated in cerebral vGluT2^+^ or PV^+^ neurons, which may be explained in at least two ways. First, downregulation of striatal marker genes may occur not only in highly vulnerable striatal projection neurons but in other cell types as well, as shown in a recent mouse study for glutamatergic corticostriatal projection neurons, astroglia, and cholinergic interneurons [14]. Second, the downregulation of these genes may occur in regions beyond the striatum, which would be detected when multiple regions are combined.

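By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 285 of 13487 genes tested were DEGs in cerebellar vGluT2+ IPs, 124 higher and 161 lower in HD mice. In 254 of the 285 the HD and control libraries did not overlap, which chance gives for 0.433% of genes, though these were selected for a difference. The same test called 4 of 14342 genes in cerebral Gad2+, 5 of 14713 in PV+, 1 of 14354 in cerebral vGluT2+ and 2 of 14098 in cerebellar Gad2+ IPs. DESeq2 raised these counts most, to 663, 75, 42, 25 and 22 genes in the same order. In both tools the cerebellar vGluT2+ IPs had the most DEGs. With the replicate number as a block, edgeR called 0 genes in cerebellar Gad2+ and 109 in cerebellar vGluT2+ IPs. With each library left out in turn, 149 to 255 genes were called in cerebellar vGluT2+ IPs. The count moved by over 1.5 times without control replicate 1 (149), control replicate 2 (173), control replicate 3 (169), control replicate 4 (188), HD replicate 1 (152) or HD replicate 5 (173). On simulated counts with 200 genes changed, of which 198 to 200 passed the filter and were tested, the edgeR step recovered 73.4% of those tested in cerebellar vGluT2+, 73.2% in cerebral Gad2+, 80.5% in PV+, 65.8% in cerebral vGluT2+ and 66% in cerebellar Gad2+ IPs. The largest changes among non-overlapping DEGs of the cerebellar vGluT2+ IPs were log2 fold changes of −3.69 for *Myo15* (SE 0.469, adjusted p = 0.000882), −3.34 for *Chrnb4* (SE 0.597, adjusted p = 0.00908), −3.07 for *Cd300lb* (SE 0.606, adjusted p = 0.0178), −3.05 for *Tnfsf13* (SE 0.547, adjusted p = 0.00908) and −2.93 for *Bnipl* (SE 0.41, adjusted p = 0.00204), all from the same test. Several are near the floor of detection, with *Myo15* at 1.02 ± 0.406 CPM (SD, n = 5) in controls and 0.0761 ± 0.0455 CPM (SD, n = 6) in HD mice. *Cd300lb* was at 0.209 CPM in HD replicate 1 and at 0 to 0.0699 CPM in the other HD libraries.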

Surprisingly, cerebellar vGluT2^+^ neurons showed the overall highest number of differentially expressed genes (DEGs) with 626 (Fig. 3D). To discover functional associations, we analyzed the overrepresentation of gene ontology (GO) terms in the biological process classes among cell type-specific DEGs, which revealed cell type-specific responses (Fig. 3E). DEGs of cerebral Gad2^+^ neurons were associated with dopamine transport (FDR = 0.009, rich factor = 0.07) and secretion (FDR = 0.02, rich factor = 0.07), ion transport (FDR = 0.009, rich factor = 0.1), downregulation of neuropeptides vasopressin and proenkephalin (*Vip, Penk*), and downregulation of several genes encoding neurotransmitter receptor components for dopamine (*Drd1*), glutamate (*Grm3*), acetylcholine (*Chrna6*), cannabinoid (*Cnr1*), and serotonin (*Htr4*) (Fig. S6A). 

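In cerebral Gad2+ IPs (n = 6 per genotype), *Vip* fell from 119 ± 14.1 CPM (SD) in controls to 69.4 ± 15.5 CPM (SD) in HD mice. This was a log2 fold change of −0.78 (SE 0.144, adjusted p = 0.099 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The receptor genes *Htr4* (−0.82, SE 0.183, adjusted p = 0.213), *Grm3* (−0.75, SE 0.159, adjusted p = 0.18) and *Chrna6* (−0.75, SE 0.183, adjusted p = 0.274) were also lower without passing the same test. *Htr4*, at 5.95 ± 0.969 CPM (SD) in controls, and *Chrna6*, at 4.07 ± 0.586 CPM (SD), are the lowest expressed of these. For all 4 genes the groups did not overlap, and DESeq2 called them, with adjusted p-values of 0.000261 for *Vip*, 0.00829 for *Htr4*, 0.00604 for *Grm3* and 0.0226 for *Chrna6*. Over all genes, 1313 had an unadjusted p under 0.05 in the edgeR test and 1579 in DESeq2. The overrepresentation of GO terms was not repeated, since the term lists were not used here.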

Cerebral vGluT2^+^ neurons were enriched for gene sets associated with cognition, memory (FDR = 0.05, rich factor = 0.03), and locomotory behavior (FDR = 0.04, rich factor = 0.02), while PV^+^ neurons were associated with myelination (FDR = 0.004, rich factor = 0.13) and neurotransmitter uptake (FDR < 0.001, rich factor = 0.13). 

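In PV+ IPs (6 control and 5 HD mice), 5 genes passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all lower in HD mice with no overlap between groups. *Itih3* fell from 75.8 ± 7.97 to 40.7 ± 5.34 CPM (SD), a log2 fold change of −0.9 (SE 0.105, adjusted p = 0.0145). *Agt* fell from 42.1 ± 7.24 to 19.2 ± 4.92 CPM (log2 fold change −1.13, SE 0.168), *Fa2h* by 0.99 (SE 0.145), *Kcnk13* by 0.92 (SE 0.139) and *Prr18* by 0.79 (SE 0.109) on the log2 scale, each with an adjusted p of 0.043 from the same test. No fit with a library left out kept all 5 of these calls, whichever library it was. Of the 5 genes, 0 were called without control replicate 1, 2 or 5 or HD replicate 1 or 3, 1 without control replicate 4 or 6 or HD replicate 5, and 2 without control replicate 3, HD replicate 2 or the re-sequenced HD library. With all libraries, 630 genes had an unadjusted p under 0.05 in the same test. In the myelination context, a list of 10 oligodendrocyte genes, such as *Mbp* and *Mog*, had a median log2 fold change of −0.39 in PV+ IPs, with 9 of 10 lower, against −0.5 (8 of 10 lower) in cerebral vGluT2+ and −0.31 (9 of 10 lower) in cerebral Gad2+ IPs. That list was depleted in the PV+ IPs relative to total RNA, with a median log2 ratio of −1.7. An astrocyte list was depleted there too (−1.61), and was lower in HD mice, with a median log2 fold change of −0.34 (10 of 10 lower). Whether the RNA of the 5 called genes came from PV+ neurons or from other cells was not tested. In cerebral vGluT2+ IPs, *Htt* was the only gene called, and 1045 genes had an unadjusted p under 0.05.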

Top enriched pathways in cerebellar vGluT2^+^ neurons were related to exocytosis (FDR = 0.03, rich factor = 0.13) and vesicle fusion (FDR = 0.002, rich factor = 0.55; “regulation of vesicle fusion” FDR = 0.01, rich factor = 0.28) (Fig. 3E), driven by downregulation of genes encoding the central components involved in calcium-dependent synaptic vesicle fusion and exocytosis, such as complexin-encoding genes *Cplx2* and *Cplx3*, *Snap25,* and *Vamp2*, as well as differential expression of Ca^2+^ sensors *Syt7, Doc2b* and *Otof* (Fig. S6A). 

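In cerebellar vGluT2+ IPs (5 control and 6 HD mice), *Snap25* fell from 11100 ± 872 to 6800 ± 1150 CPM (SD), a log2 fold change of −0.71 (SE 0.113, adjusted p = 0.0051 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Syt7* fell from 205 ± 11.2 to 142 ± 14.5 CPM (log2 fold change −0.53, SE 0.0964, adjusted p = 0.00988 from the same test). *Cplx3*, at 2.77 ± 1.7 CPM in controls and 0.428 ± 0.138 CPM in HD mice, had a log2 fold change of −2.69 (SE 0.415, adjusted p = 0.00399 from the same test). These 3 genes passed whichever library was left out. *Cplx2* fell from 2600 ± 273 to 1950 ± 242 CPM (log2 fold change −0.42, SE 0.101, adjusted p = 0.0492 from the same test), but was called in only 1 of the 11 fits with a library left out, with an adjusted p of up to 0.132. Its HD replicate 4, at 2420 CPM, stood apart from the other HD libraries at 1760 to 1960 CPM. *Doc2b* fell from 49.5 ± 3.81 to 33.7 ± 5.74 CPM (log2 fold change −0.55, SE 0.122, adjusted p = 0.0327 from the same test), a call lost without control replicate 2, 3, 4 or 5 or HD replicate 1, 4 or 5 (adjusted p up to 0.0834). *Otof* rose from 13.8 ± 2.81 to 26.1 ± 6.29 CPM (log2 fold change 0.92, SE 0.183, adjusted p = 0.0181 from the same test), a call lost without control replicate 1 or 2 (adjusted p up to 0.0611). *Vamp2* was at 1530 ± 306 CPM in controls and 1440 ± 155 CPM in HD mice, which is within the spread between libraries (log2 fold change −0.09, SE 0.125, adjusted p = 0.76 from the same test, and 0.765 by DESeq2), and its sign turned without control replicate 1 (0.03). Its paralog *Vamp1*, chosen after its values were seen, fell from 522 ± 83 to 355 ± 47.1 CPM (log2 fold change −0.56, SE 0.124, adjusted p = 0.0336 from the same test), and was called in 3 of the 11 fits with a library left out.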

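In cerebellar Gad2+ IPs (n = 6 per genotype), *Ccnd1* (ENSMUSG00000070348.5, chromosome 7 of GRCm38, 144929931 to 144939925) rose from 7.84 ± 1.15 CPM (SD) in controls to 19.8 ± 5.61 CPM (SD) in HD mice, with no overlap between the groups. The log2 fold change was 1.34 (SE 0.182, adjusted p = 0.0402 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between 1.23 and 1.44 with each library left out, but the call was kept only without HD replicate 4, with an adjusted p of up to 0.144 from the same test. By DESeq2 the adjusted p was 3.43e-08. *Plk5* fell from 20 ± 6.09 to 8.9 ± 3.09 CPM (log2 fold change −1.17, SE 0.237, adjusted p = 0.377) and *Cdkn1a* from 14.5 ± 1.98 to 9.03 ± 2.07 CPM (log2 fold change −0.69, SE 0.157, adjusted p = 0.624), neither passing the same test. DESeq2 called both (adjusted p = 0.00628 and 0.0493). For *Plk5*, HD replicate 4 at 15 CPM stood apart from the other HD libraries at 6.19 to 8.33 CPM. Granule cell markers were present in these IPs at 9.28% to 27.9% of their level in cerebellar vGluT2+ IPs.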

Cerebellar Gad2^+^ neurons, in contrast, indicated activation of mitotic cell cycle regulation, in particular G1/S transition (FDR = 0.004, rich factor = 0.017), with upregulation of cyclin D1 (*Ccnd1*), a regulator of G1/S progression, downregulation of antiproliferative p21/cyclin-dependent kinase inhibitor 1a (*Cdkn1a*) and polo-like kinase 5 (*Plk5*) (Fig. S6A). 

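*Ccnd1* in cerebellar vGluT2+ IPs was at 27.9 ± 4.24 CPM (SD, n = 5) in controls and 96.7 ± 5.52 CPM (SD, n = 6) in HD mice. The log2 fold change was 1.79 (SE 0.113, adjusted p = 3.44e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), between 1.72 and 1.87 with each library left out, where the adjusted p from the same test was at most 3.79e-05. Of the 124 genes called higher in these IPs, *Ccnd1* had the lowest p-value and the fifth largest log2 fold change. In Gad2+ IPs, *Ccnd1* was the 1 gene called higher.

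**Figure D1:**
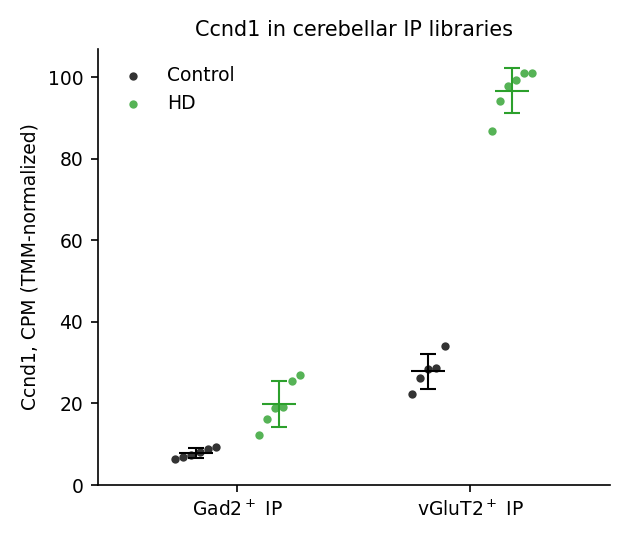
Level of *Ccnd1* in cerebellar IPs, in TMM-normalized CPM. Each point is 1 library (black, control; green, HD), and horizontal lines and error bars give the mean and SD. Gad2+ IPs had 6.48 to 9.35 CPM in controls and 12.2 to 27.1 CPM in HD mice, and vGluT2+ IPs 22.3 to 34 and 86.7 to 101 CPM.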

*Ccnd1* was also among the strongest upregulated genes in cerebellar vGluT2^+^ neurons (log2 fold change = 1.8, FDR < 0.001). This was validated by ISH for *Ccnd1* mRNA in tissue sections of 9 months old HdhQ200 mice (Fig. 4A), showing a 1.7-fold increase in *Ccnd1* staining in the granule layer in HD mice (Wilcoxon rank sum test, *p* = 0.002) (Fig. 4B). Therefore, the cerebellum shows a robust, cell type-specific response to the HD mutation as early as 9 months with a focus on pathways involving neurotransmission, vesicles, or cell cycle reentry.

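Whether HD effects differ between the cerebellar cell types was tested as the interaction of genotype and cell type over the 4 groups of cerebellar IPs. Of 13971 genes tested, 15 differed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 7 with a more positive and 8 with a more negative change in vGluT2+ IPs. DESeq2 called 67. The difference of the log2 fold changes, vGluT2+ minus Gad2+, was 1.4 for *Rasa4* (adjusted p = 0.00133), 0.81 for *Cbx8* (0.0486) and −1.18 for *Igfbp5* (0.00133), all from the same test. *Rasa4* was chosen after its values were seen. For *Ccnd1* the difference was 0.43 (SE 0.217, adjusted p = 0.721 from the same test), for *Snap25* −0.73 (adjusted p = 0.467) and for *Cplx3* −1.89 (adjusted p = 0.115), so that none of these 3 differences passed by edgeR. By DESeq2 the difference passed for *Cplx3* (adjusted p = 0.0134). The paper concludes that the cerebellum responds to the HD mutation in a cell type-specific way at 9 months. That conclusion follows its results on the DEGs and terms of each cell type, and on *Ccnd1* in RiboTag IPs and ISH.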

**Fig. 4:**
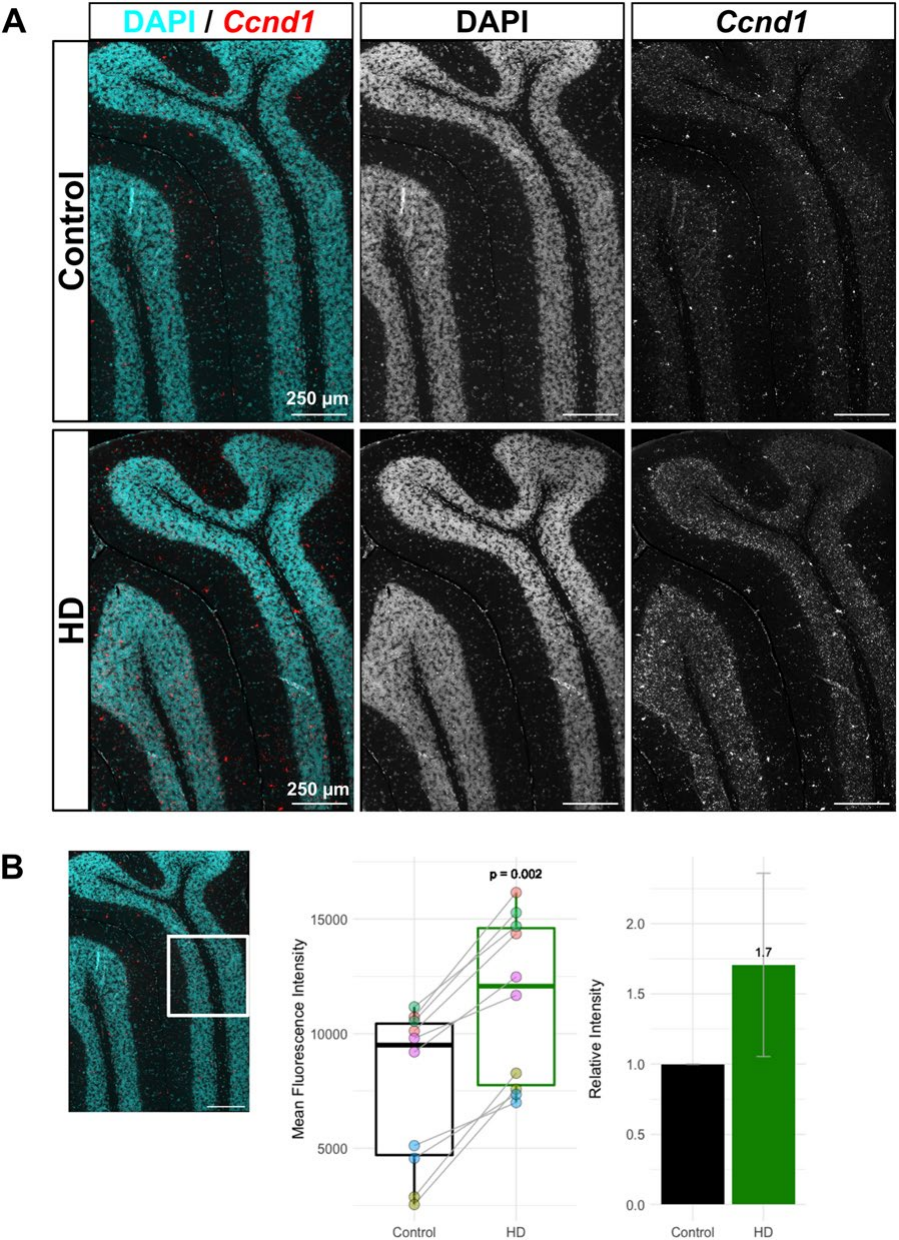
Ccnd1 ISH staining is increased in the granular layer of 9-month-old HD mice. **A** In situ hybridization for *Ccnd1* mRNA (red) shows increased signal in the anterior cerebellar lobules III-V in 9-month-old HD mice (bottom) compared to littermate controls (top). **B** Quantification of mean fluorescence intensity in the granule layer of lobule IV/V (white square). Analysis was performed on two measures obtained from five biological replicated per group. At 9 months, HD samples (n = 10, Shapiro-Wilks: W = 0.87, *p* = 0.11) show a significant 1.7-fold increase of *Ccnd1* staining compared to controls (n = 10, Shapiro-Wilks test: W = 0.83, *p* = 0.03), Wilcoxon rank sum test, *p* = 0.002, n = 10, matched control and HD samples are indicated by dot color and connecting line

### Cerebellar neurons show cell type-specific responses to mHtt

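Between the cerebellar comparisons, 13309 genes were tested in both. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 of these were DEGs in Gad2+ and 281 in vGluT2+ IPs, and both Gad2+ DEGs, *Ccnd1* and *Grm4*, were among the 281 (two-sided Fisher's exact test over genes, p = 0.000444). The comparisons used different mice and no shared control libraries. Granule cell RNA in the Gad2+ IPs could also give shared DEGs. At the median share of granule markers (10.3%) it would carry over −52.3 CPM for *Grm4*, against −45.4 CPM observed. For *Ccnd1* it would carry over 7.03 CPM, or 19 CPM at the highest share, against 12.2 CPM observed. DESeq2 moved this overlap most. It called 22 genes in Gad2+ and 653 in vGluT2+ IPs, of which 16 were shared, all changed in the same direction (two-sided Fisher's exact test over genes, p = 5.35e-17). The 16 were *Adra2c*, *Car9*, *Cbx8*, *Ccdc63*, *Ccnd1*, *Chil5*, *Cplx3*, *Grm4*, *Igfbp5*, *Kcnk2*, *Neb*, *Plk5*, *Rasal1*, *Spef1*, *Stap2* and *Svep1*. At an adjusted p of 0.01 in place of 0.05, no gene was called in Gad2+ IPs by edgeR, where 324 genes had an unadjusted p under 0.05.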

Given the high number of DEGs detected in cerebellar vGluT2^+^ neurons and that nearly all of the cerebellar Gad2^+^ DEGs were also changed in vGluT2^+^ cerebella, we conducted additional analyses of expression changes. 

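Among 10 genes that Fig. S6B plots for both cerebellar cell types, *Grm4* fell from 102 ± 14.6 to 55.9 ± 8.28 CPM (SD, n = 6 per genotype) in cerebellar Gad2+ IPs, a log2 fold change of −0.87 (SE 0.126, adjusted p = 0.0404 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called in 1 of the 12 fits with a library left out, with an adjusted p of up to 0.219 from the same test. In vGluT2+ IPs, *Grm4* fell from 907 ± 219 (n = 5) to 405 ± 79.8 CPM (n = 6), a log2 fold change of −1.16 (adjusted p = 0.00268 from the same test). The log2 fold changes in Gad2+ and vGluT2+ IPs were −1.88 and −2.06 for *Car9*, −1.03 and −1.99 for *Ccdc63*, −1.94 and −1.64 for *Chil5*, 0.54 and 0.97 for *Adra2c*, 0.62 and 1.07 for *Kcnk2*, and 0.7 and 1.24 for *Spef1*. *Plk5* and *Igfbp5* were lower and *Ccnd1* higher in both. A shared direction could come from granule cell RNA in the Gad2+ IPs. The figure plots genes that the authors called in both cell types from these libraries, so that a shared direction is not independent evidence. Apart from *Ccnd1* and *Grm4*, none passed the same test in Gad2+ IPs, with adjusted p-values of 0.189 (*Ccdc63*) to 0.707 (*Adra2c*), whereas all passed in vGluT2+ IPs. *Plk5* had the highest adjusted p there (0.0325, log2 fold change −1.11), and was called in 3 of the 11 fits with a library left out. For *Igfbp5* in Gad2+ IPs, HD replicate 1 at 52.2 CPM lay below the other HD libraries at 69.3 to 75.2 CPM. For *Adra2c*, control replicate 4 at 8.9 CPM lay above the other controls at 5.89 to 7.01 CPM.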

Comparison of DEGs between cerebellar cell types revealed that the shared DEGs changed with the same directionality (Fig. S6B), again suggesting a similar response. We next performed gene set enrichment analysis (GSEA) on both cell types, using six different statistical methods to calculate enrichment using a consensus score (CS) to rank results [21]. GSEA is a useful tool to detect pathways that have a coordinated response even when individual genes of that pathway have small and statistically insignificant changes. Interestingly, the GSEA indicated that, despite sharing the majority of the DEGs with cerebellar vGluT2^+^ neurons, cerebellar Gad2^+^ neurons had a remarkably different response (Fig. 5). Genes associated with “translation and co-translational targeting of proteins to membrane” and endoplasmic reticulum (CS = 1) were enriched in both cerebellar cell types (Fig. S7). However, Gad2^+^ neurons uniquely showed upregulation of protein glycosylation-related gene sets (CS = 1.5) and ATP synthesis (CS = 1), oxidative phosphorylation (CS = 5.5), and Parkinson’s disease pathway (CS = 1), suggesting an increase of mitochondrial function in these neurons. In contrast, vGluT2^+^ cerebellar neurons made a cell type-specific response in the form of upregulation of cell differentiation-associated gene sets (CS = 1), cell cycle regulation (CS = 1) and chromosome organization (CS = 1), autophagy (CS = 1), metabolic processes, upregulation of PI3K-Akt signaling pathway genes (CS = 12) and apoptosis (CS = 12). This suggests that, despite superficial similarities, cerebellar cell types activate different pathways in response to mHtt. Additionally, the enrichment of genes associated with differentiation, PI3K-Akt signaling, and apoptosis, together with the upregulation of *Ccnd1*, may indicate that cell cycle regulation is affected in cerebellar vGluT2^+^ neurons. 

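The gene sets of the paper's GSEA were not used here. Translation was examined through the genes of cytosolic ribosomal proteins, a family fixed by symbol, without *Rpl22*. In Gad2+ IPs, 69 of 80 were higher in HD mice, with a median log2 fold change in CPM of 0.083 (adjusted p = 0.00123 from camera with a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 6 family tests). In vGluT2+ IPs, 74 of 79 were higher, with a median of 0.181 (adjusted p = 5.85e-05 from the same test). Neither call held under fry (adjusted p = 0.919 for each) or camera with an estimated correlation (adjusted p = 0.89 for each, with correlations of 0.83 and 0.86). Single libraries decided the value in Gad2+ IPs. Without HD replicate 4 the family was lower, with a median of −0.059 and 59 of 80 genes lower (camera adjusted p = 0.008). It did not pass without control replicate 3 (camera adjusted p = 0.127), control replicate 5 (0.0954) or HD replicate 1 (0.12). In vGluT2+ IPs the median stayed above 0 with each library left out, and fell to 0.072 without HD replicate 2 (camera adjusted p = 0.0431).

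**Figure D2:**
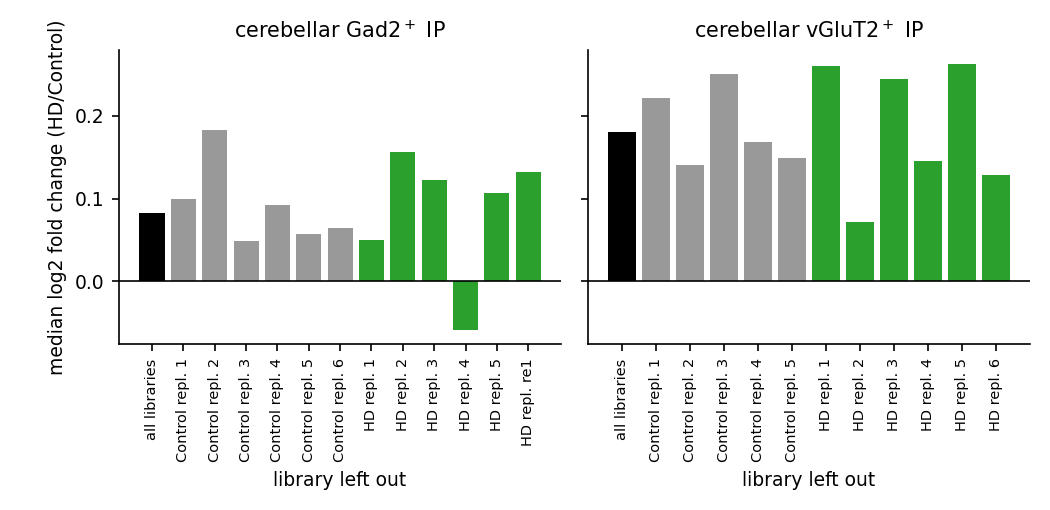
Median log2 fold change (HD over control, in CPM) of cytosolic ribosomal protein genes in cerebellar Gad2+ (left) and vGluT2+ IPs (right). Black bars use all libraries, and each other bar leaves out 1 control (grey) or HD library (green); the median fell below 0, to −0.059, only without HD replicate 4 in Gad2+ IPs.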

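Nuclear-encoded oxidative phosphorylation genes, another family fixed by symbol, had a median log2 fold change of 0.048 in Gad2+ IPs, with 62 of 86 higher in HD mice (adjusted p = 0.304 from camera with a preset inter-gene correlation, with Benjamini-Hochberg adjustment). In vGluT2+ IPs the median was 0.003, with 43 of 86 higher (adjusted p = 0.472 from the same test). Single libraries changed the value in Gad2+ IPs in both directions. The family was higher and passed the same test without control replicate 1 (adjusted p = 0.028), control replicate 2 (0.00223), HD replicate 2 (0.0012), HD replicate 3 (0.00405) or the re-sequenced HD library (0.00443). It was lower without HD replicate 4 (median −0.076, adjusted p = 0.00663 from the same test). Without control replicate 3 or HD replicate 1 camera also gave a lower direction, with adjusted p-values of 0.911 and 0.395. The difference between the cell types was not tested for gene families. Protein glycosylation, ATP synthesis and Parkinson's disease gene sets were not analysed here.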

Interestingly, we found significant overlaps of DEGs identified in both vGluT2^+^ and Gad2^+^ cerebellar neurons with DEGs in the cerebellum of a knock-in mouse model of Spinocerebellar ataxia 1 (SCA1) [OMIM:164400], an autosomal dominant disease caused by expansion of a polyglutamine encoding CAG repeat in the Ataxin1 gene (*Atxn1*) (Fig. S8) [39]. This revealed that genes detected in both vGluT2^+^ and Gad2^+^ cerebellar cell types were also among the earliest DEGs in SCA1 (Fig. S8).

**Fig. 5:**
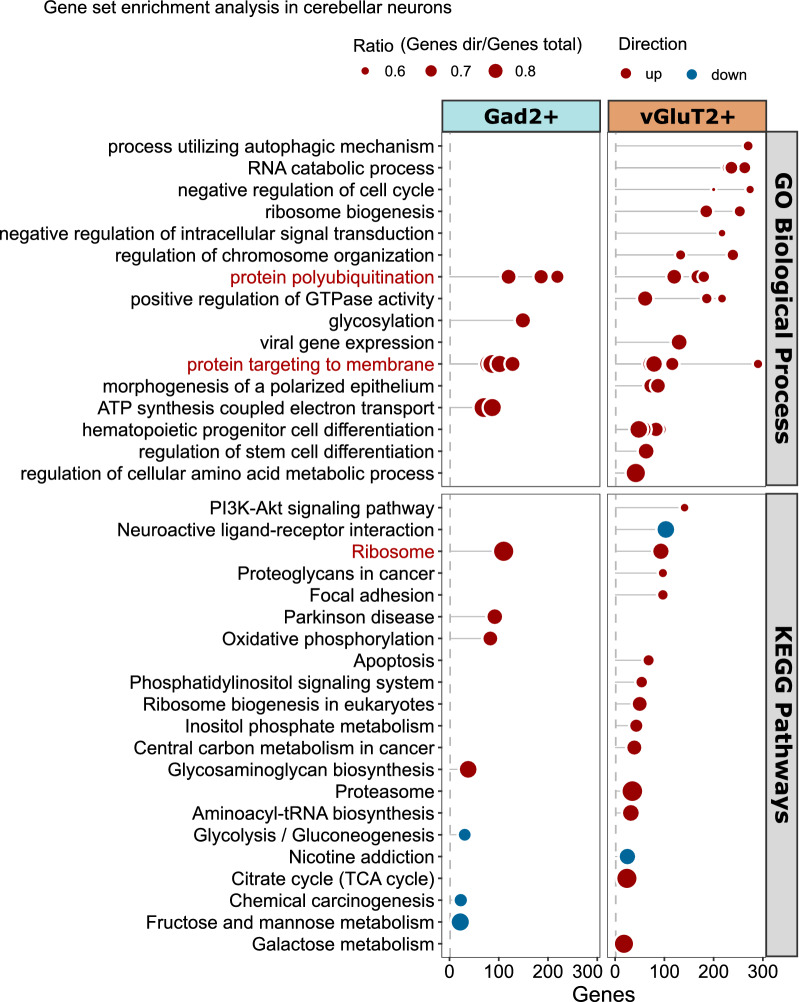
Cerebellar neurons show early and cell type-specific responses. Gene set enrichment analysis shows a largely cell type-specific response in Gad2^+^ and vGlut2^+^ cerebellar neurons, shared terms are indicated in red. GO terms were reduced to parent terms based on semantic similarity. The ratio indicates the relative number of enriched genes to gene set size

### Polycomb repressor complex 1 (PRC1) protein genes are upregulated in cerebellar vGluT2^+^ neurons

We next investigated if the differential expression patterns we observed in cerebellar vGluT2^+^ neurons could be driven by specific transcription factors using the ChIP Enrichment Analysis (ChEA) database [22] to perform overrepresentation analysis against the transcription factor targets determined by Chip-X. This analysis revealed that 259 out of 626 DEGs were among target genes of polycomb repressor complex 2 (PRC2) components SUZ12 or EZH2, PRC1 core component RING2B/RNF2, or PRC-associated factor MTF2 (Fig. 6A). Of these 259 genes, 218 were associated with PRC2 core proteins EZH2 (97 DEGs) and SUZ12 (207 DEGs), and 131 DEGs with PRC1 protein RING2B/RNF2 showing near equal distribution of up- and downregulated DEGs (Fig. 6B). 

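Of the PRC1 genes in Fig. 6C, 18 were tested in cerebellar vGluT2+ IPs. *Cbx8* (ENSMUSG00000025578.9, chromosome 11 of GRCm38, 119036305 to 119040969) rose from 21 ± 2.94 CPM (SD, n = 5) in controls to 51.2 ± 7.36 CPM (SD, n = 6) in HD mice, a log2 fold change of 1.29 (SE 0.13, adjusted p = 0.000257 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cbx2* (ENSMUSG00000025577.7, chromosome 11, 119022962 to 119031270) rose from 1.9 ± 0.308 to 4.04 ± 0.508 CPM, a log2 fold change of 1.09 (SE 0.195, adjusted p = 0.00908 from the same test). Both genes passed whichever library was left out. *Pcgf2* (ENSMUSG00000018537.16, chromosome 11, 97688823 to 97700497) rose from 20.3 ± 2.23 to 29.3 ± 6.15 CPM, a log2 fold change of 0.53 (SE 0.14), and did not pass the same test (adjusted p = 0.0699). Its HD replicate 4 at 41.8 CPM stood apart from the other HD libraries at 25.8 to 27.5 CPM. *Pcgf2* passed when adjusted over the list alone (adjusted p = 0.0119) and by DESeq2 (adjusted p = 0.0155). The paper does not say how the genes in Fig. 6C were chosen, and the figure plots their values from these samples. The adjustment over the list alone therefore cannot be taken as independent evidence. The lowest log2 fold change of the 18 genes was −0.42, for *Yaf2*. Of 7 PRC2 genes tested, none was called by edgeR, over all genes or adjusted over the list alone, and none by DESeq2. Their log2 fold changes were −0.16 to 0.28, and only *Ezh1* had an unadjusted p under 0.05 in the edgeR test (0.0398). No PRC1 or PRC2 gene was called in cerebellar Gad2+ IPs by the same test. *Cbx8* passed there when adjusted over the list alone (log2 fold change 0.44, SE 0.108, adjusted p = 0.024) and by DESeq2 (0.00962).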

Levels of PRC2 core components and associated factors were not affected, but we found increased expression of canonical PRC1 complex components chromobox proteins *Cbx2, Cbx4, Cbx8* and polycomb group ring finger 2 (*Pcgf2)* in cerebellar vGluT2^+^ neurons (Fig. 6C). Although PRC2 regulation is impaired in HD [40, 41], little is known on the involvement of PRC1 in HD. However, given the proposed roles of CBX proteins in regulating cell cycle progression across various checkpoints [42], these findings further support the view of aberrant cell cycle regulation in cerebellar vGluT2^+^ neurons.

**Fig. 6:**
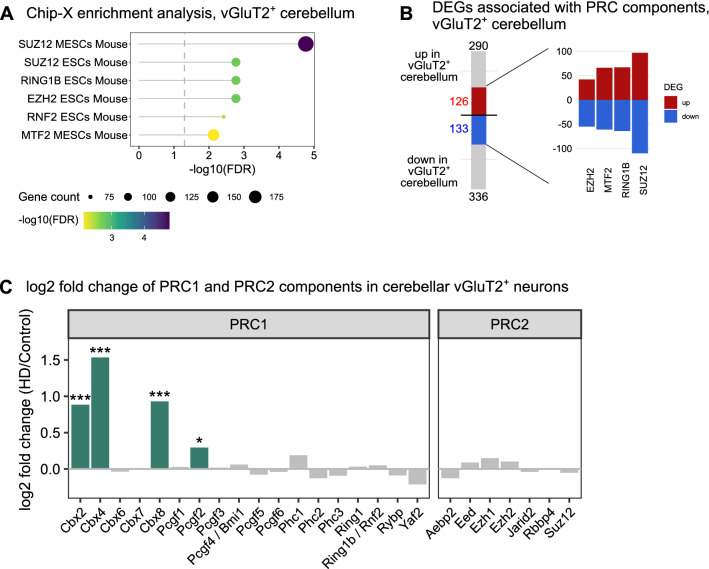
Polycomb repressor complex 1 (PRC1) proteins are upregulated in cerebellar vGluT2^+^ neurons. **A** Overrepresentation analysis against ChEA ChIPseq gene sets from mouse embryonic stem cells (ESCs/MESCs) show DEGs detected in vGluT2^+^ neurons are overrepresented among targets associated with polycomb repressor complex (PRC) proteins (FDR ≤ 0.01). **B** PRC-associated DEGs show similar distribution between up and down-regulated DEGs. **C** PRC1 protein genes *Cbx2, Cbx4, Cbx8* and *Pcgf2* are significantly upregulated in cerebellar vGluT2^+^ neurons (green) in HD, whereas PRC2 core protein genes (*Eed, Ezh1, Ezh2, Suz12*) and associated factors (*Aebp2, Jarid2, Rbbp4*) are not differentially expressed. (* FDR ≤ 0.05; ** FDR ≤ 0.01; *** FDR ≤ 0.001)

## Discussion

Here we characterized an HdhQ200 knock-in mouse model in a new background, 129S4. Behavioral and neuropathological characterization of this mouse model showed widespread Htt^+^ NIIs and downregulation of *Htt* and *Ppp1r1b* mRNAs by 9 months, with a very mild behavioral phenotype at later disease stages. These histological changes motivated us to use RiboTag to further analyze 9 months old HD mice, and to identify, for the first time, cell type-specific translatome responses in the cerebellum at an early disease stage.

Surprisingly, our translatome analysis revealed widespread changes in cerebellar vGluT2^+^ neurons, a population consisting predominantly of granule neurons. This result was unexpected, as granule cells are typically considered resistant in HD. Instead, compromised function and loss of Purkinje cells is the cerebellar phenotype most described in HD patients and mouse models [2, 3, 5]. Functional analysis of DEGs in cerebellar vGluT2^+^ neurons revealed vesicular fusion and exocytosis as predominantly enriched biological processes, suggesting neurotransmitter release and synaptic signaling may be affected. GSEA further suggested the upregulation of genes related to differentiation, cell cycle regulation, and energy metabolism which are largely congruent with previous data on gene expression signatures in the cerebellum. Those studies also reported chromatin-binding, mitochondrion, synapse and proteasome-related genes [13], although in some cases the directionality of change differed from results in our analysis. This discrepancy may be due to differences in disease severity or methodology. Further, translating the directionality of gene expression changes to mechanistic changes is complex as it does not consider the function of gene products within a given pathway (i.e., inhibitory or activating).

One of the most notable gene expression changes was the strong upregulation of *Ccnd1* in both cerebellar vGluT2^+^ and Gad2^+^ neurons, which was confirmed by ISH staining. Ccnd1 is a core regulator of G1/S transition, and its upregulation is associated with cell cycle reentry (CCR). CCR of postmitotic neurons has been proposed as an early event in progressive neurodegeneration which can be triggered by dysregulation of various mechanisms, several of which are known to be affected in HD, e.g., altered levels of neurotrophic factors, oxidative stress, unrepaired DNA damage, or dysfunction of the ubiquitin–proteasome system [43]. Activation of Notch signaling and the downstream Akt/GSK3b pathway in response to an excitotoxic stimulus can cause CCR in mature neurons by Ccnd1 upregulation driving G1/S transition, which can in turn prompt neurons to enter apoptosis [44]. Indeed, Ccnd1 upregulation has also been observed in striatal neurons in response to 3-Nitropropionic acid treatment [45, 46], a model replicating HD-like striatal neuron loss. This explanation is in line with our observation of upregulation of PI3K-Akt signaling and apoptosis-related genes in cerebellar vGluT2^+^ neurons, suggesting CCR may also occur in cerebellar vGluT2^+^ neurons, at early, pre-symptomatic disease stages.

Another important finding was the high percentage of DEGs in cerebellar vGluT2^+^ neurons associated with PRC components. HTT is a known facilitator of PRC2 [40, 47, 48] and neurons expressing mHtt show aberrant chromatin landscapes already at early developmental stages, which may result in reduced neuronal fitness [47], and PRC2 silencing is important for maintaining cell identity in differentiated neurons [49, 50]. Given the established role of PRC2 in HD, the high number of PRC2-associated DEGs in cerebellar vGluT2^+^ neurons suggests an epigenetic mechanism underlies the observed changes. In contrast, little is known on whether PRC1 plays a role in HD. Therefore, we were surprised to see upregulation of several canonical PRC1-related genes in cerebellar vGluT2^+^ neurons. Cbx family proteins (Cbx2, 4, 6, 7, 8) form core elements of the canonical PRC1 complex recognizing H3K9me2 marks. Beyond this, they control cell cycle, proliferation, and senescence with Cbx2, Cbx4 and Cbx8 having distinct roles in regulating cell cycle progression [42]. Cbx2 and Cbx8 may further act as positive regulators of axonal regeneration [51], while Cbx4, a SUMO E3-ligase, is essential for SUMOylation of Bmi1/Pcgf4, facilitating its recruitment and accumulation at DNA damage sites [52]. Additionally, Cbx2 and Cbx8 proteins also interact with REST, a master regulator of neuronal gene expression and interaction partner of Htt, affecting PRC1 binding patterns and REST-mediated transcriptional repression [53]. This functional diversity of CBX proteins and their involvement in central mechanisms that are disturbed in HD, such as cell cycle regulation and DNA damage repair, provides several interesting mechanisms by which upregulation of these genes may be important in the response of granule cells, opening new avenues for future research.

Interestingly, our results from specific cerebellar neurons of HD mice also had considerable overlap with bulk RNAseq data from cerebella of a SCA1 mouse model [39]. Most notably, the pronounced downregulation of *Igfbp5* in the cerebellum was also described as a robust feature in SCA1 and SCA7 knock-in mice [54]. 

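*Igfbp5* (ENSMUSG00000026185.8, chromosome 1 of GRCm38, 72857932 to 72874884) fell in cerebellar vGluT2+ IPs from 435 ± 77.5 CPM (SD, n = 5) in controls to 127 ± 11.8 CPM (SD, n = 6) in HD mice, with no overlap between the groups. The log2 fold change was −1.78 (SE 0.125, adjusted p = 7.37e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and −1.86 to −1.72 with each library left out. The gene also fell in cerebellar Gad2+ IPs (n = 6 per genotype), from 106 ± 14.5 to 68.9 ± 8.5 CPM (SD), a log2 fold change of −0.62 (SE 0.118, adjusted p = 0.28 from the same test, and 0.000498 by DESeq2). At the median share of granule markers, granule cell RNA would carry over −32 CPM of change into those Gad2+ IPs. With both cell types normalized together, −36.5 CPM (SE 6.55) was observed. The SCA1 and SCA7 data were not used here.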

Igfbp5 downregulation increases IGF1 availability, which may trigger pro-survival pathways via IGF1R signaling to support neuronal function [54, 55]. This suggests mechanistic similarity between the polyglutamine diseases HD and SCA1, a finding that would be interesting in light of an increased understanding of cerebellar involvement in HD pathology and symptoms in various HD patients.

Further research is required to determine the mechanism and consequences of the translatome changes observed in our experiments, especially regarding the question whether the observed responses are detrimental or beneficial to neurons. However, the pronounced cell type-specific response in cerebellar vGluT2^+^ neurons early in disease offers new and interesting insights into early disease response in the cerebellum. While the presence and extent of cerebellar dysfunction in HD appears to be more variable than striatal perturbations, it also opens the possibility of finding new potential therapeutic targets and interventional strategies. Indication of cerebellar compensation in early stages of HD make this approach particularly appealing.

Finally, one of the goals of the study was to reveal new insight into the phenomenon of selective vulnerability. While we uncovered molecular pathways underpinning the cerebellum’s response to HD, the understanding of the broader topic of selective vulnerability was only modestly enhanced. Nonetheless, we found it interesting that the thalamus is the brain region with the second highest Htt expression but is a region with few Htt aggregates, while the striatum and cerebellum are low expressors but are highly prone to form aggregates, especially NIIs. These observations suggest that HD-vulnerable brain regions are poorly equipped to handle the Htt protein in general, and the inclusion of a long polyglutamine stretch makes that struggle more severe.

### Limitations

One limitation of our experimental setup is that we studied ribosome-bound, translating mRNA and thus are not able to conclude whether observed changes occur due to changes at a transcriptional or translational level. This could be addressed by methods such as the Tagger mouse line [56], enabling cell type-specific assessment of four levels of gene expression. Another limitation is that we studied cell populations with various degrees of heterogeneity. This may partially explain the high number of DEGs in cerebellar vGluT2^+^ neurons, arguably the least heterogeneous cell type analyzed in this study. However, in a previous study using the same experimental approach, we did not observe strong changes in the cerebellar vGluT2^+^ neurons [20], indicating this result is not an artifact but reflects the biological response of this cell type in HD. A third limitation is that the cerebrum is a mix of many regions, and changes in specific regions may have been obscured. Importantly, this study ran parallel with another study of two genetic prion diseases [20]. The cerebellum is affected in both prion models, while the thalamus is also targeted in one model and the hippocampus in the other. Since the cerebellum was an important focus in both studies, we chose to conserve resources by not sub-dissecting the cerebrum into multiple regions. A final limitation is the use of a genetic background not widely used in HD research. In previous experiments, we observed that a subset of mice with a C57BL/6J background was hyperactive at night, which we thought could impact gene expression [19]. To this end, the HdhQ200 model was backcrossed to a 129S4 background. This model has a very mild behavioral phenotype, like other knock-in HD mouse models. Importantly, histological assessment and translatome analysis revealed an HD-typical phenotype and many gene expression changes we detected have been detected in other studies of HD mice. Although direct comparison of our results to those of other studies require consideration of possible genetic background effects, the existence of the HdhQ200 model on a new genetic background may be useful for identifying genetic modifiers.

## Supplementary Information

**Additional file 1:** **Figure S1**. Overview of HD and Control mice used in experiments. **Figure S2**. Distribution of Htt+ aggregates and Htt expression in HD mouse brains. **Figure S3**. Reactive gliosis is not prominent in HD mouse brains. **Figure S4**. RiboTag Immunoprecipitation yields cell type-specific translatome samples. **Figure S5**. RiboTag IP samples show significant overlap with bulk RNA data. **Figure S6**. Overrepresentation analysis reveals cell type-specific responses in targeted neuronal subtypes. **Figure S7**. GSEA reveals cell type-specific response of cerebellar neurons. **Figure S8**. DEGs of cerebellar neurons show significant overlap with genes detected in SCA1 cerebellum. **Supplementary Material and Methods**.

## Data Availability

All raw and processed sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE199837.

## Abbreviations

CCR: Cell cycle re-entry
DEG: Differentially expressed gene
FDR: False discovery rate
GO: Gene ontology
GSEA: Gene set enrichment analysis
HA: Hemagglutinin
HD: Huntington’s disease
HTT: Huntingtin
IGF: Insulin-like growth factor
IP: Immunoprecipitation
ISH: In-situ hybridization
mHTT: Mutant Huntingtin
NHS: Normal horse serum
NII: Neuronal intranuclear inclusion
ORA: Overrepresentation analysis
PRC: Polycomb repressive complex
PV: Parvalbumin
rpm: Revolutions per minute
RT: Room temperature
SCA: Spinocerebellar ataxia
SD: Standard deviation
SPN: Spiny projection neuron

# Supplementary material for: Cerebellar granule neurons induce Cyclin D1 before the onset of motor symptoms in Huntington’s disease mice
**Source:** Acta Neuropathol Commun. 2023 Jan 20;11:17. doi: 10.1186/s40478-022-01500-x
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Overview of HD and Control mice used in experiments. Figure S2. Distribution of Htt+ aggregates and Htt expression in HD mouse brains. Figure S3. Reactive gliosis is not prominent in HD mouse brains. Figure S4. RiboTag Immunoprecipitation yields cell type-specific translatome samples. Figure S5. RiboTag IP samples show significant overlap with bulk RNA data. Figure S6. Overrepresentation analysis reveals cell type-specific responses in targeted neuronal subtypes. Figure S7. GSEA reveals cell type-specific response of cerebellar neurons. Figure S8. DEGs of cerebellar neurons show significant overlap with genes detected in SCA1 cerebellum. Supplementary Material and Methods.

**Supplemental material**

**Cerebellar granule neurons induce Cyclin D1 in** **an early stage of Huntington’s disease**

**Authors**

Susanne Bauer^1^, Chwen-Yu Chen^1^, Maria Jonson^1^, Lech Kaczmarczyk^1,2^, Srivathsa Magadi^1^, Walker S. Jackson^1,2,#^

**Running title:**

**Cerebellar response in early Huntington’s disease**

**Table of contents**

Pg. 3 Supplementary figures

Pg. 3 Figure S1: Overview of HD and Control mice used in experiments.

Pg. 4 Figure S2: Distribution of Htt^+^ aggregates and Htt expression in HD mouse brains

Pg. 6 Figure S3: Reactive gliosis is not prominent in HD mouse brains

Pg. 8 Figure S4: RiboTag Immunoprecipitation yields cell type-specific translatome samples.

Pg. 10 Figure S5: RiboTag IP samples show significant overlap with bulk RNA data.

Pg. 11 Figure S6: Overrepresentation analysis reveals cell type-specific responses in targeted
neuronal subtypes.

Pg. 12 Figure S7: GSEA reveals cell type-specific response of cerebellar neurons.

Pg. 13 Figure S8: DEGs of cerebellar neurons show significant overlap with genes detected in SCA1 cerebellum.

Pg. 14 Supplementary Material and Methods

Pg. 14 Mouse models

Pg. 15 Behavior

Pg. 17 Neuropathology

Pg. 20 RiboTag RNAseq

Pg. 21 Bioinformatic analysis

Pg. 23 References

**Supplemental Figure 1**

**Figure S1: Overview of HD and Control mice used in experiments.** Number of female (F) and male (M) HD and Control mice used in different experiment. Histological characetization was performed on different cohorts of littermate HD and Control mice aged 4, 9 and 18 months. Behavioral characterization was performed on the same cohort of age-matched HD and littermate Controls between the ages of 3 to 18 months. RNA for RiboTag experiments was obtained at 9 months. We analyzed three cohorts differentiated by the targeted neuronal subtype (PV, Gad2, vGluT2). For mice expressing Rpl22-HA in Gad2 and vGluT2 cells, cerebrum and cerebellum were analyzed. Total RNA was sequenced from a subset of mice from which RiboTag RNA was isolated.

**Supplemental Figure 2**

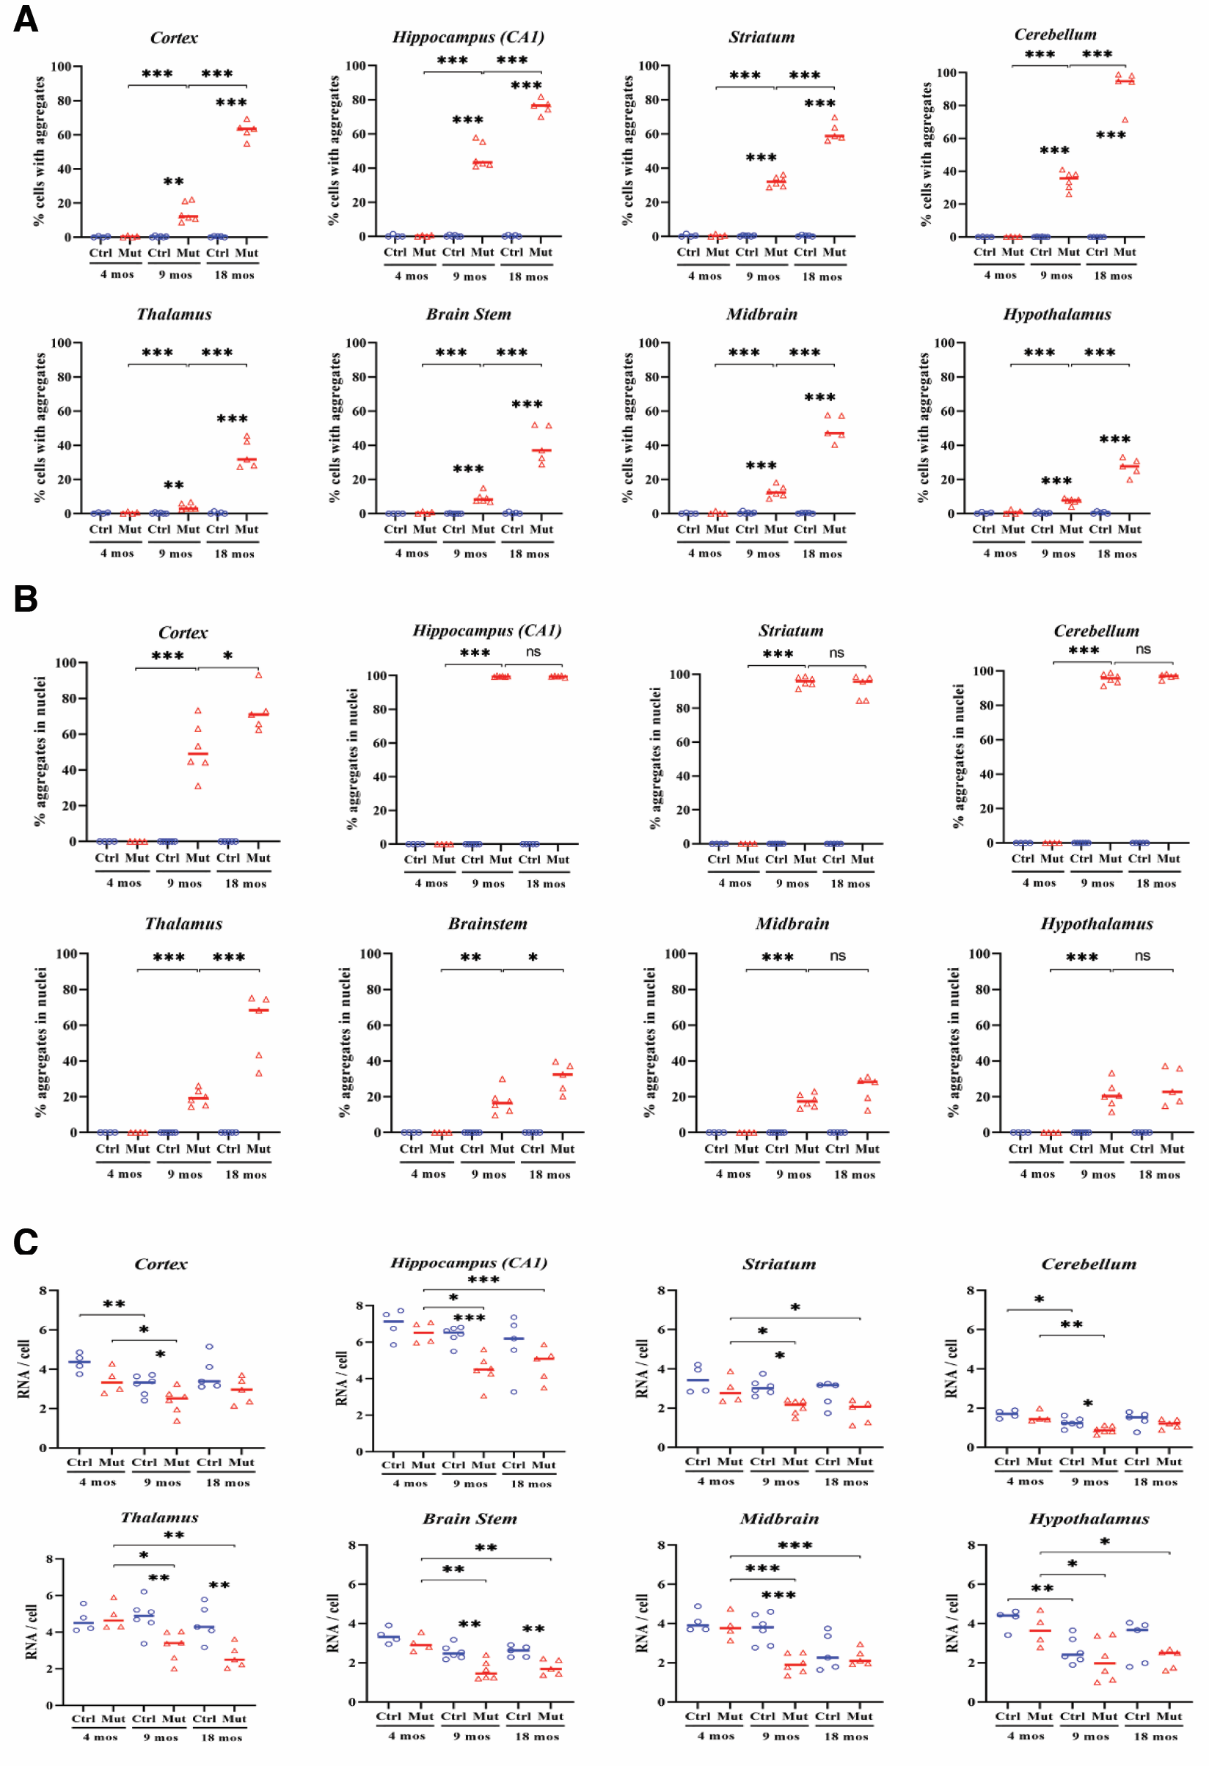

**Figure S2: Distribution of Htt^+^ aggregates and Htt expression in HD mouse brains**

These charts have the same data as Fig 2 but here the data are less condensed, each chart represents a single region, and the results of statistical analyses are presented. Data were analyzed by unpaired t-tests, and comparisons with p < 0.05, p < 0.01, and p < 0.001 are represented by *, **, and ***, respectively. Corrections for multiple testing were not made. **A)** The percent of cells with Htt aggregates, was calculated by dividing the number of cells by the number of aggregates, resulting in > 100% for cerebellum. **B)** The percent of aggregates that are within DAPI staining, and thus nuclear. **C)** The number of detected Htt RNA molecules per cell.

**Supplemental Figure S3**

**Figure S3: Reactive gliosis is not prominent in HD mouse brains**

**A)** GFAP labels many immature astrocytes, some mature astrocytes, and most astrocytes undergoing reactive gliosis. Here staining is similar in HD mice at all ages. In contrast, in the brain of an APPPS1 mouse modeling Alzheimer’s disease (AD), reactive gliosis is obvious.

**B)** Iba1 labels resting and activated microglia. In activated microglia the processes shorten and thicken resulting in a more intense staining. Sections stained with Iba1 were parallel with those labeled with GFAP antibodies in A (i.e., from the same brains, presenting the same regions). Iba1 produces a similar labeling for all ages of HD brains but a strong labeling for the AD brain. Control brains also showed no gliosis. Regions labeled “hippocampus” also include cortex, plus other areas, and regions labeled “striatum” also include thalamus, plus other areas.

**Supplemental Figure 4**

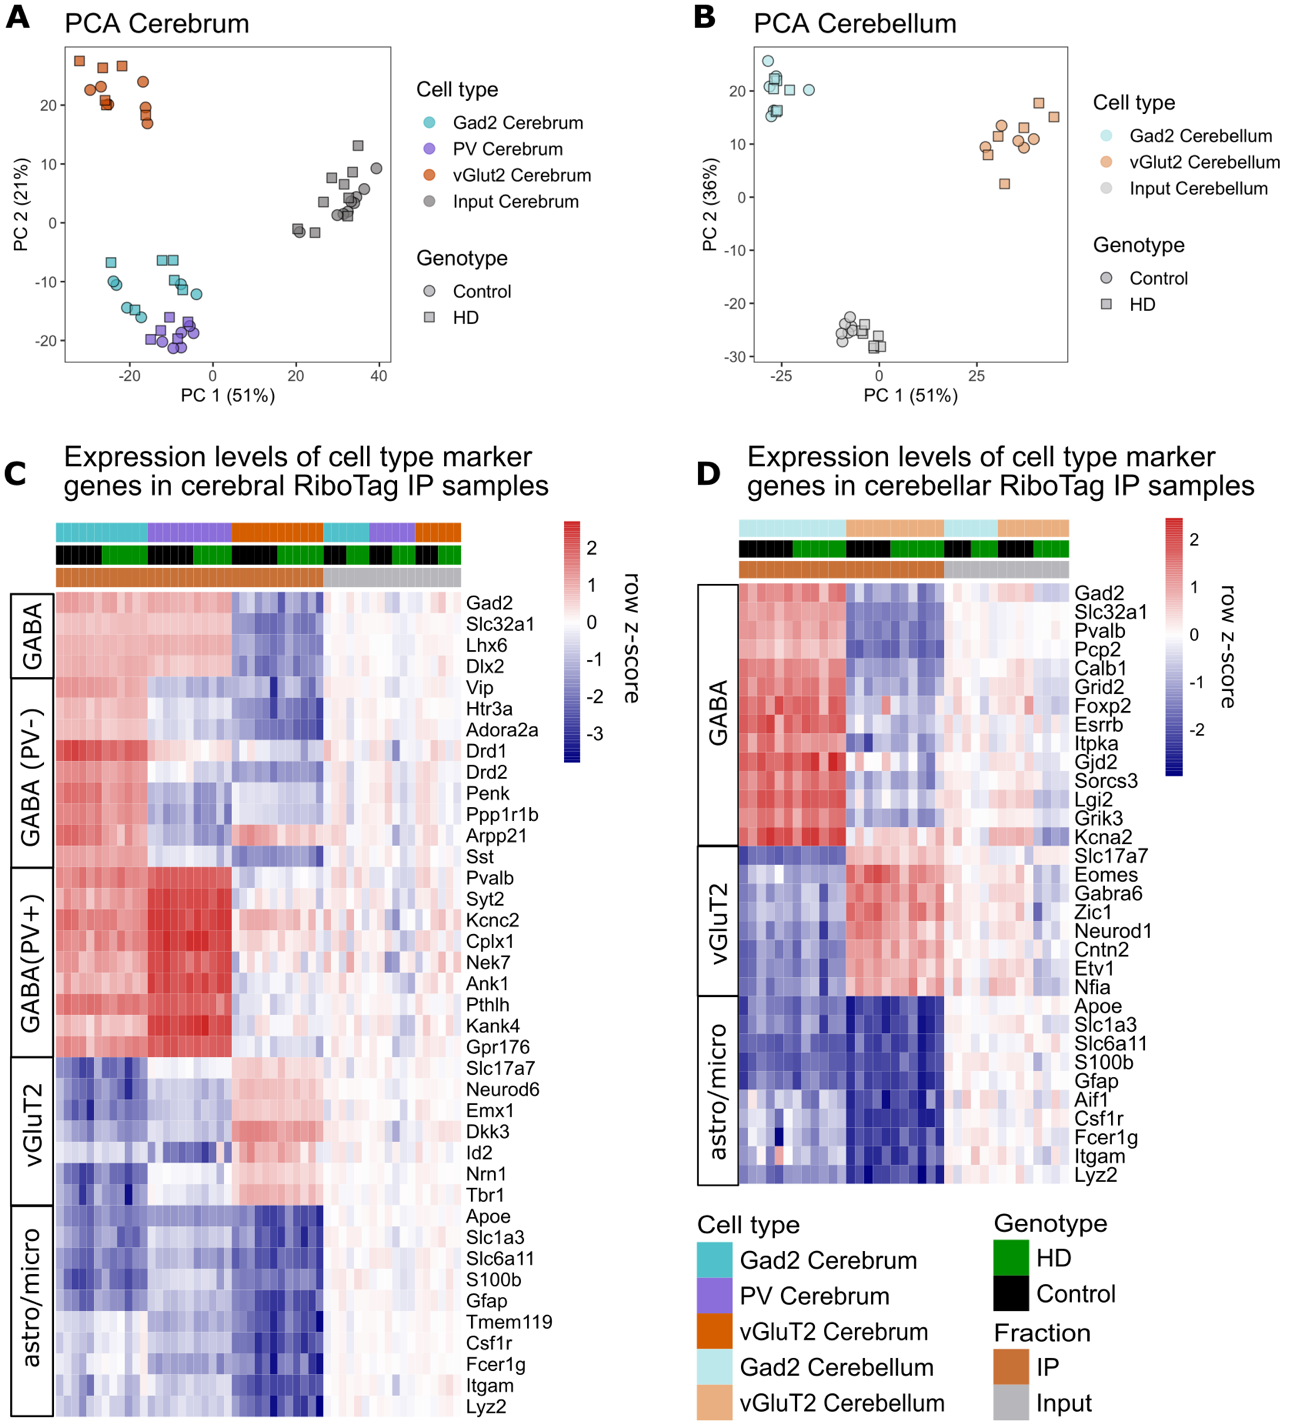

**Figure S4: RiboTag Immunoprecipitation yields cell type-specific translatome samples. (A, B)** Principal component analysis of top 500 expressed genes shows samples obtained by RiboTag IP from Cerebrum (A) or Cerebellum (B) cluster by cell type, whereas samples obtained from bulk tissue without applying RiboTag show no separation by cell type. **(C, D)** RiboTag samples obtained from cerebral (C) and cerebellar (D) tissue samples show enrichment of marker genes specific for targeted cell types when compared to total RNA obtained from the same tissue region prior to performing RiboTag IP. This confirms enrichment of cell type-specific mRNA through RiboTag.

**Supplemental Figure S5**

**
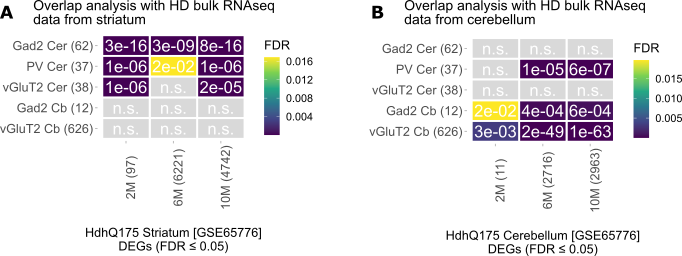
**

**Figure S5: RiboTag IP samples show significant overlap with bulk RNA data.** (A) DEGs identified in the three cerebral cell types, but not in cerebellar cell types, show significant overlap with striatal bulk RNA tissue. (B) Cerebellar Gad2^+^ and vGluT2^+^ neurons show significant overlap in DEGs with cerebellar bulk RNAseq data even at the earliest time point.

**Supplemental Figure S6**

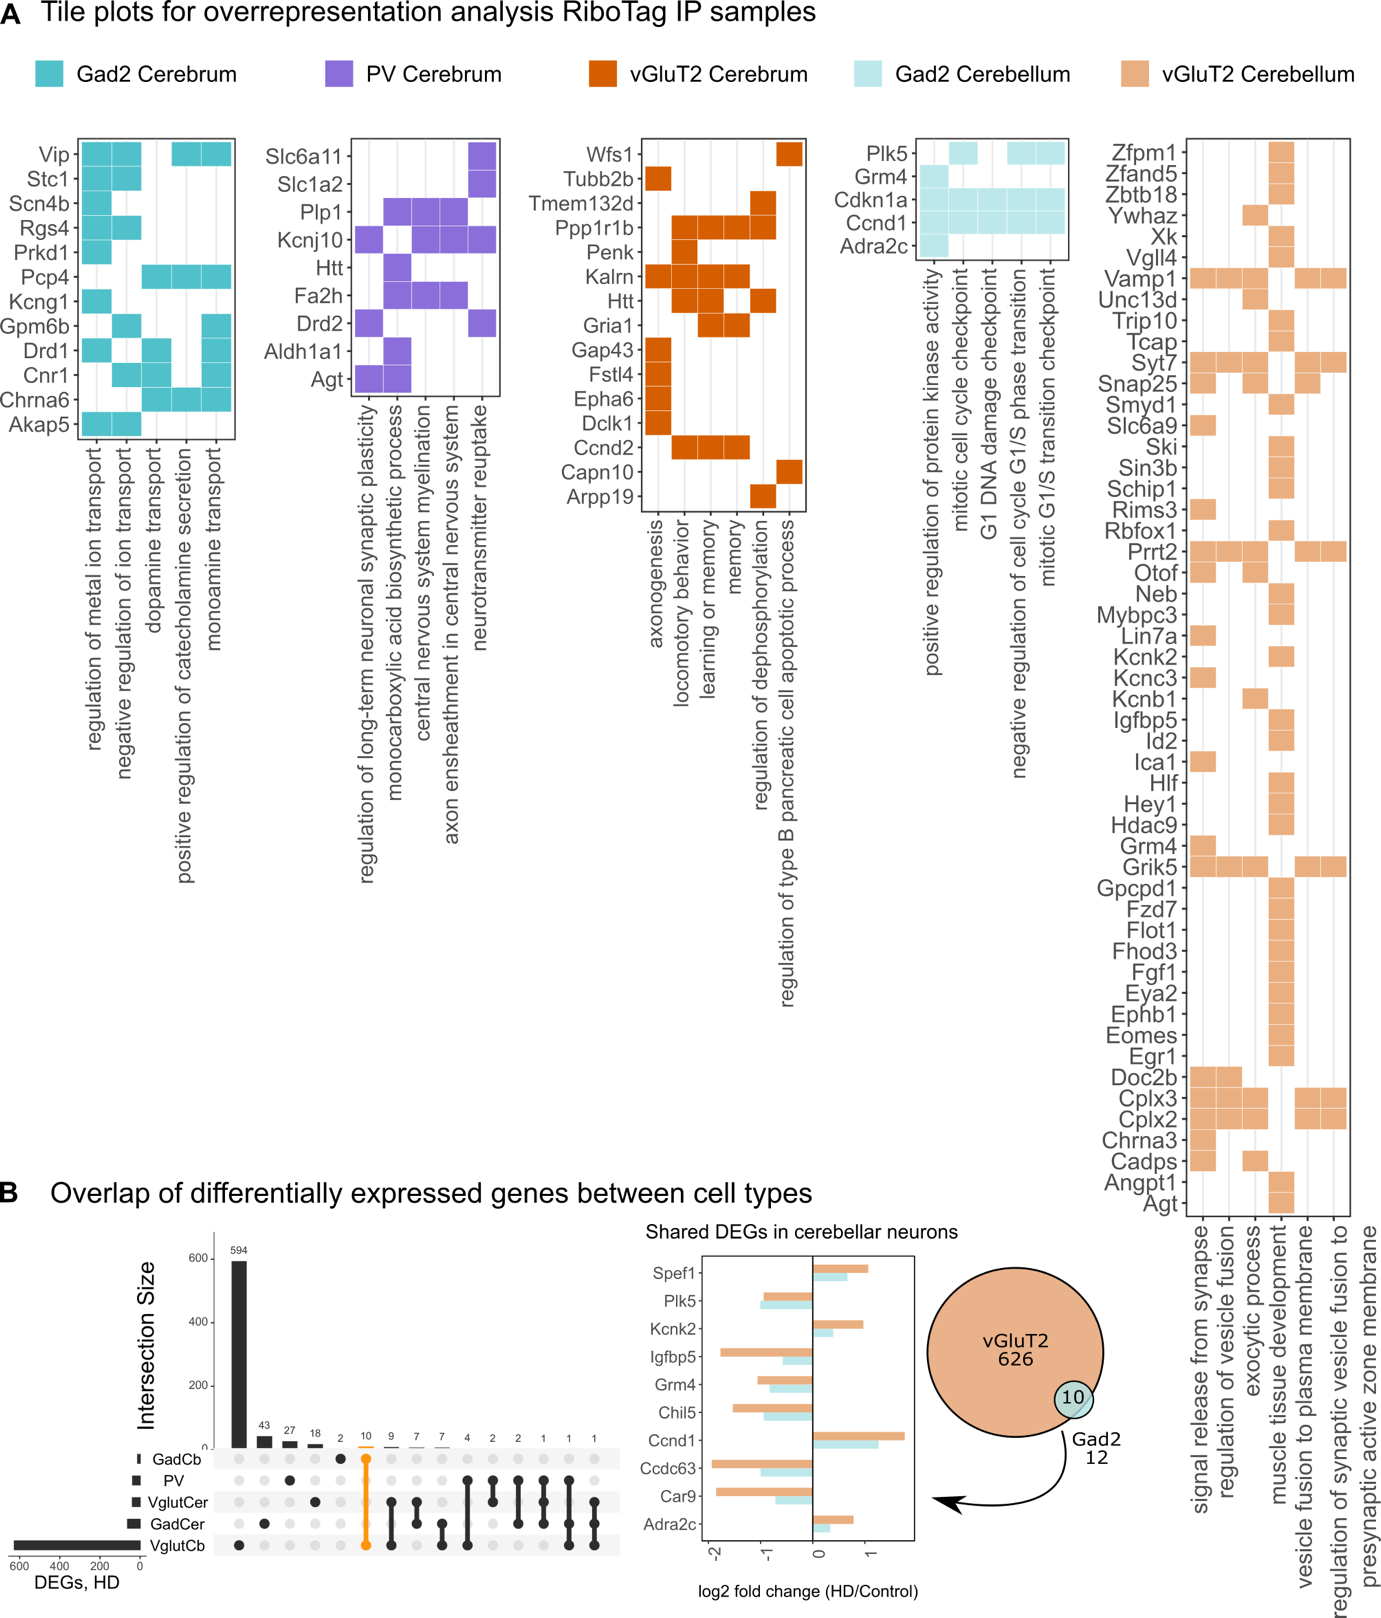

**Figure S6: Overrepresentation analysis reveals cell type-specific responses in targeted neuronal subtypes. (A)** Differentially expressed genes (DEGs) associated with the top 5 overrepresented gene sets (FDR ≤ 0.05) for each cell type. **(B)** 10 of 12 DEGs in cerebellar Gad2^+^ neurons are shared with cerebellar vGluT2^+^ neurons showing same directionality of change.

**Supplemental Figure S7**

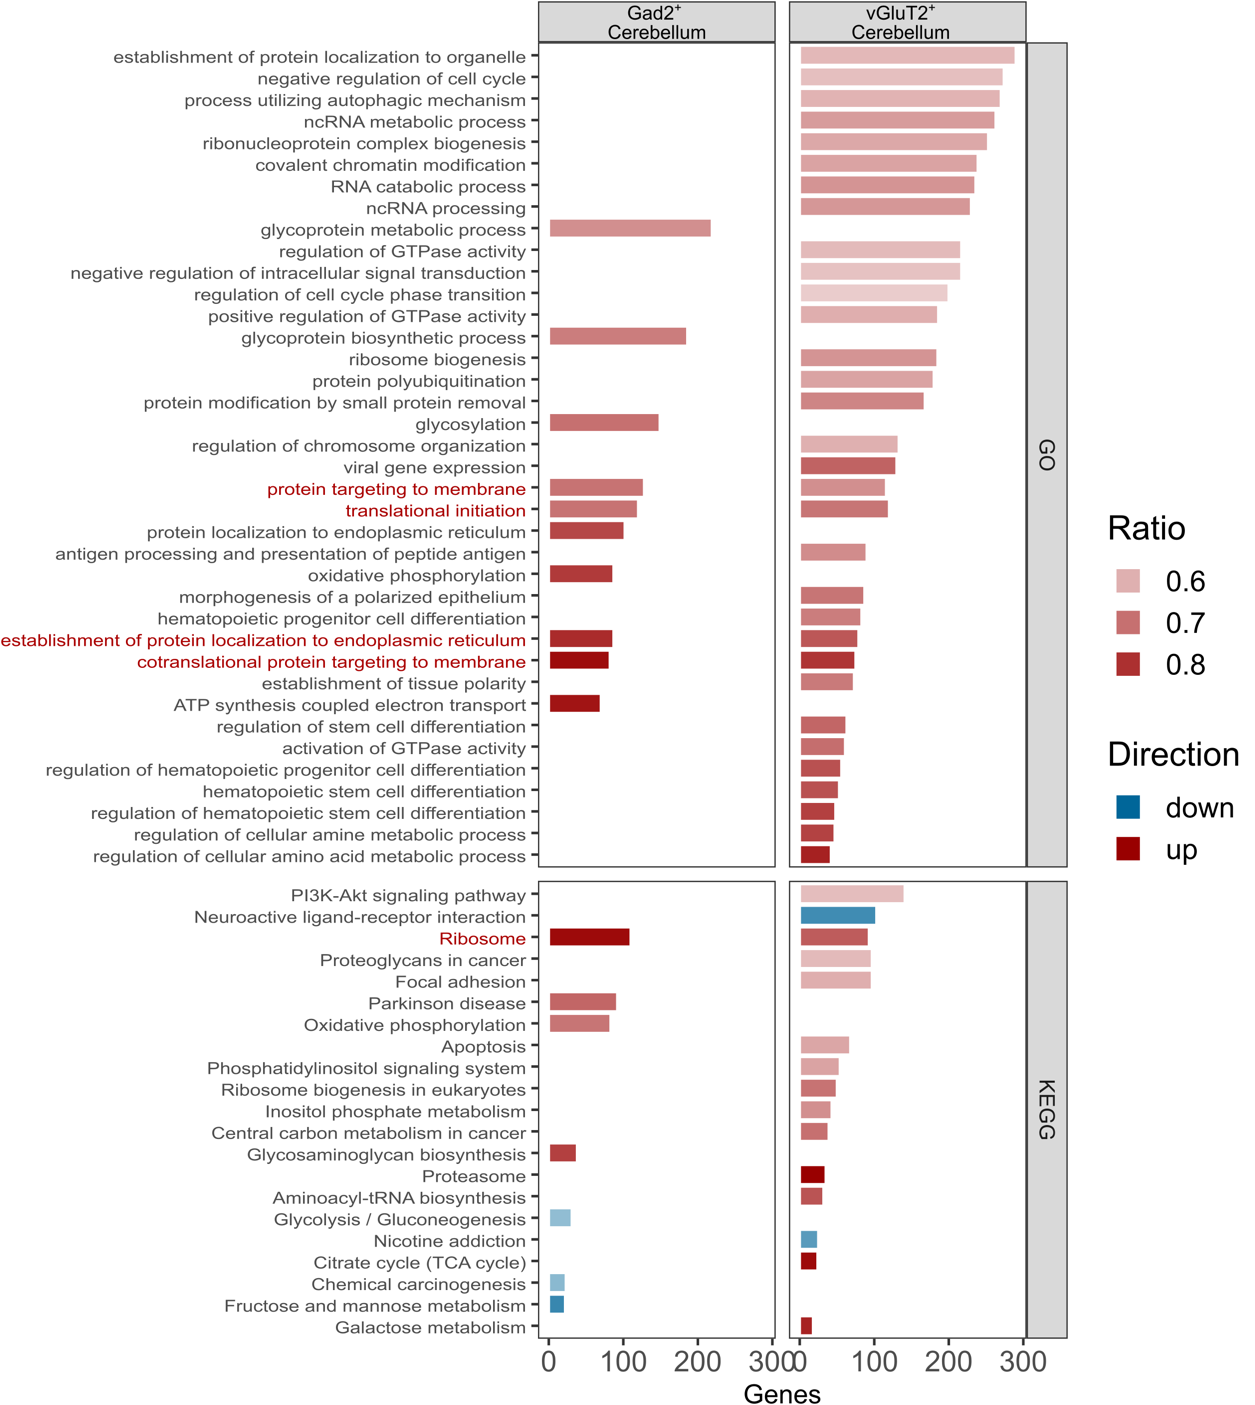

**Figure S7: GSEA reveals cell type-specific response of cerebellar neurons.** Analysis was performed using six different statistical methods to calculate directional enrichment for GO Biological Process terms and mouse KEGG pathways in GABAergic (Gad2^+^) and glutamatergic (vGluT2^+^) neurons of the cerebellum in HdhQ200 mice at 9 months. Gene sets which were found significantly (FDR ≤ 0.05) enriched by at least two methods were included. Terms shared between cell types are indicated in red. Ratio indicates the relative number of enriched genes to gene set size.

**Supplemental Figure S8**

**
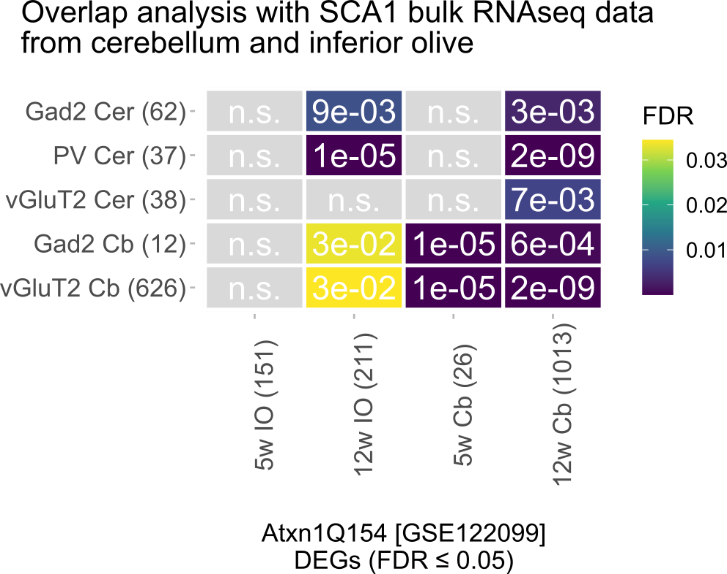
**

**Figure S8: DEGs of cerebellar neurons show significant overlap with genes detected in SCA1 cerebellum.** DEGs detected in both Gad2^+^ and vGluT2^+^ neurons showed significant overlap with DEGs from bulk cerebellar tissue (Cb) of a mouse model of spinocerebellar ataxia 1 (SCA1) in early disease (5 weeks), but not with DEGs obtained from inferior olive (IO). FDR-adjusted p-values are shown.

**Supplementary Material and Methods**

**Mouse models**

**Animal breeding.**

All mice were congenic on a 129S4 background. The HdhQ200 mouse line was derived from the HdhQ150 mouse line originally developed using an embryonic stem cell line derived from a 129P2 mouse [1]. During the development of the allele, the CAA codon naturally present in the murine gene was removed and a long CAG repeat inserted such that the CAG repeat is uninterrupted and no human *HTT* sequence is present. The HdhQ150 mouse line was subsequently backcrossed to C57Bl/6J and the repeat length was expanded to approximately 200 CAGs through selective breeding [2]. We imported these HdhQ200 mice to our colony in Germany and began backcrossing to 129S4. Single nucleotide polymorphism (SNP) profiling was carried out periodically to select breeders with the most 129S4 genomic content [3]. Hdh^Q7/Q200^ mice were assigned to the “HD” groups and Hdh^Q7/Q7^ littermates were assigned to the “control” groups.

For experimental HD mice, a PCR of genomic DNA was performed using FAM-labeled genotyping primers. Sizing of CAG repeat length was done on a 3500 Genetic Analyzer (Applied Biosystems, Waltham, MA) in reference to a GeneScan LIZ1200 sizing standard (Applied Biosystems).

Genotyping primer Hdh: fw CCCATTCATTGCCTTGCTG; rev: GCGGCTGAGGGGGTTGA

**For RiboTag experiments**, HdhQ200 mice at generation 7 (>99% 129S4) were crossed three times to homozygous RiboTag mice (B6N.129-Rpl22^tm1.1Psam^/J, line #011029; Jackson Laboratory, Bar Harbor, ME), that were previously [4] bred and used on the 129S4 background (> 99.5% 129S4) to establish Hdh^Q200/Q7^/Rpl22-HA^flox/flox^ mice. Cre-driver lines included vGluT2-IRES-Cre [5] (Slc17a6^tm2(cre)Lowl^/J, line #016963; Jackson Laboratory), Gad2-IRES-Cre [6] (Gad2^tm2(cre)Zjh^/J, line #010802; Jackson Laboratory), and PV-IRES-Cre [7] (B6;129P2-Pvalb^tm1(cre)Arbr^/J, line #008069; Jackson Laboratory), each backcrossed to be > 99% 129S4 [3]. To obtain experimental animals, male Hdh^Q7/Q200^/Rpl22-HA^flox/flox^ mice were crossed with female Hdh^Q7/Q7^ mice homozygous for Cre, resulting in all offspring being heterozygous for both Cre and RiboTag. HD and control mice were sacrificed at approximately 9 months of age (average age: 41.5 weeks, SD: 1.8; range: 39-45 weeks) by carbon dioxide asphyxiation. Mouse brains were separated into hemispheres along the midline. One hemisphere was preserved for formalin-fixed paraffin embedding for immunohistochemistry or RNA in situ hybridization as described below. The olfactory bulb was removed from the second hemisphere and cerebellum and cerebrum were separated by dissection, flash frozen on dry ice, and stored at -80 to -72 °C.

**For behavioral experiments**, HdhQ200 mice were bred to 129S4 to generation 12 at which point a SNP analysis found 347 of 347 informative SNPs were derived from 129S4 [3]. This strain was subsequently bred to 129S4 mice (internally called 129BD) carrying the Disrupted in schizophrenia 1 (*Disc1*) and non-agouti genes from C57Bl/6NTac mice that were 99.8% 129S4. This *Disc1* gene was brought in to eliminate the possibility of the small deletion in the 129S4 derived gene could impact neurodegeneration, even though an in-depth sleep and electroencephalography study indicates the genes are equivalent [8]. The non-agouti gene was brought in to enhance light contrast between mice and bedding material for future video-based behavioral studies [9].

**Behavior**

Seven 129S4 control mice (3 male, 4 female) and 12 Hdh^Q7/Q200^ mice (7 male, 5 female) were tested between the ages of three to 18 months. Animals were weighed monthly, and motor tests were performed every two to three months. All experiments were conducted during the light phase.

**Rotarod:** The accelerating rotarod (ENV-574M, Mead Associates Inc, Fairfax, VT) was used to assess motor coordination and balance. The rotarod was divided into five separate lanes by concentric discs, preventing visual or physical contact. Five mice were tested at a time and the latency to fall was recorded.  **Training:** Prior to the first test at three months of age, the animals were trained for two consecutive days. Each training session lasted for 300 seconds. If the mouse fell during the training session it was put back onto the rod until it had fallen three times or stayed on for at least 60 seconds. **Testing:** Animals were tested once every two to three months on the accelerating rotarod for 300 seconds and the latency to fall was recorded. If a mouse fell within the first 30 seconds of the experiment, it was returned to the rod and the experiment was continued. The speed of the rotation accelerated every 30 s from 4 revolutions per minute (rpm) to 40 rpm. If a mouse remained on the rod for the whole test period, it was removed from the rod and given a score of 300 seconds.

**Balance beam:** The balance beam was used to determine abnormalities in coordinated movements and balance. One mouse at a time was tested. In this test, the mouse was required to cross a raised narrow beam to reach a safe location (a black box) at the high end. The beam was 1 m in length, 17° angle of ascent and with a 1.5 cm to 0.5 cm taper across the width. The increased slope and the black safety box at the goal promote spontaneous moving uphill and reduces freezing on the beam. **Training:** Prior to the first test at three months of age animals were trained for two consecutive days. On the first day of training, the mouse was placed on the beam initially close to the safe box and then with increased distance to the box until the animal was at the start of the beam. The second day of training consisted of two trials. For both trials the mouse was placed at the start of the beam and had to traverse the beam to reach the box at the top end. **Testing:** Testing was conducted by two consecutive trials for each time point. The animal was placed at the start of the beam and the time it took to traverse the beam to reach the box at the top end was recorded. Between the two trials mice were put into a burrow arena (details below) for one hour.

**Burrowing:** The burrow was made of a 20 cm long black plastic tube with a diameter of 7 cm. One end of the tube was closed with a plug, while the other end was raised 3 cm from the floor by inserting two 5 cm supporting screws at a 90° angle to one another 1 cm from the end of the tube. The burrow was filled with maximum weight of burrowing material (standard bedding substrate) and placed in a large holding cage that had 200 ml of standard bedding substrate. A single mouse was placed in the cage and the experiment was conducted for 1 hour in light. After the experiment the amount of burrowing material left in the tube was measured. The researcher was present in the room while the experiment was ongoing. Prior to the first day of testing, animals were trained twice to avoid neophobia.

**Neuropathology**

**Brain section preparation**

The brains were removed as described above, and immersion-fixed in 10% formalin for 2 days at 4°C with gentle shaking. Fixed brains were paraffinized with each cassette containing age-matched HD and control samples. Sections were cut to be 4 µm thick using a standard microtome with a cooled blade.

**Immunohistochemistry staining**

Tissue sections were deparaffinized by incubating slide 2x 5 min in xylene, 2x 5 min in 100% ethanol, 5 min in 95% ethanol, 5 min in 70% ethanol, 5 min in 50% ethanol, and 5 min in 1x PBS. Sections were then treated for antigen-retrieval by boiling slides for 20 min in 100°C citrate buffer (pH = 8) and then left to cool down at room temperature (RT) for 20 min. For staining of NIIs, sections were treated with 25 μg/ml proteinase K for 30 min at 37°C to remove cytosolic Htt while retaining the NIIs. The tissue sections were then treated with 0.3% H_2_O_2_ for 30 min at RT to inactivate endogenous peroxidases. Sections were permeabilized with blocking buffer (2.5% normal horse serum in 1x PBS) for 1 h at RT and then incubated with primary antibodies in blocking buffer for 30 min at RT followed by 2 x 5 min washes in 1x PBS. After that, sections were incubated with secondary antibodies in blocking buffer for 30 min at RT, followed by 2 x 5 min 1x PBS washes and colorized with NovaRED substrate (SK-4800, Vector Laboratories, Burlingame, CA). Slides were mounted with Vectashield Vibrance antifade mounting medium (Vector Laboratories). Primary antibodies used: Huntingtin 1:100 (ab109115, Abcam, Cambridge, UK); GFAP 1: 500 (GA524, Dako Omnis); Iba1 1: 200 (019-10741, Wako Chemicals).

**Immunofluorescence staining**

Deparaffinization and antigen retrieval were performed as described above. Following antigen retrieval, sections were permeabilized with blocking buffer for 1 hour at RT and then incubated with primary antibodies in blocking buffer for 30 min at RT. Sections were wash twice in 1x PBS for 5 min and incubated with secondary antibody in blocking buffer for 30 min at RT, followed by 2 x 5 min PBS washes. Slides were mounted with Vectashield Vibrance antifade mounting medium (Vector Laboratories). Primary antibody: huntingtin 1:100 (ab109115, Abcam, Cambridge, UK). Secondary antibody: Alexa Fluor 488 donkey anti-rabbit 1:250 (Jackson ImmunoReseach, RRID: AB_2313584).

**In situ hybridization**

In situ hybridization was performed using a RNAscope 2.5 HD Assay RED kit (ACD BioTechne; Newark, CA) according to supplier protocol. In brief, tissue sections were deparaffinized by submerging 2x for 5 min in xylene, then 2x for 1 min in 100% ethanol. Sections were then treated with H_2_O_2_ for 10 min at RT for endogenous peroxidase inactivation. Afterwards, slides were placed in target retrieval buffer (ACD BioTechne) for 15 min at 100°C followed by washing in nuclease-free water for 30 sec at 100°C. Sections were left to airdry for 5 min at RT before treatment with RNAScope Protease Plus (ACD BioTechne) for 30 min at 40°C. Slides were then incubated with probes for 2 hours at 40°C. Slides were then incubated with serial RNAScope probe-amplification reagents at 40°C: AMP1 for 30 min, AMP2 for 15 min, AMP3 for 30 min, AMP4 for 15 min; at RT: AMP5 for 30 min and AMP6 for 15 min. Slides were colorized by RNAScope Fast-RED for 10 min at RT. Autofluorescence quenching was performed for 5 min with TrueView (Vector Laboratories) according to supplier protocol, followd by counterstaining with DAPI (1:20000 in 1x PBS with 2.5% normal horse serum). Slides were mounted with Vectashield Vibrance antifade mounting medium (Vector Laboratories). Used probes: Mm-Ccnd1: RNAscope Probe 442671; Lot: 212848; Mm-Htt: RNAscope Probe 405881; Lot: 172268; Mm-Ppp1r1b: RNAscope Probe 405901; Lot: 172778.

**Quantification of huntingtin aggregation, RNA expression and colocalization**

Images of sections were taken with a Zeiss Axio A1/D1 microscope (Zeiss, Oberkochen, Germany. Images of *Htt* mRNA expression were deconvoluted with Huygens software (Scientific Volume Imaging (SVI), Hilversum, Netherlands) and particle counting of Htt^+^ aggregates, *Htt* mRNA, and colocalization of Htt aggregates with nuclei was performed with IMARIS software using default settings (Bitplane, Oxford Instrument, England). Images of *Ppp1r1b* mRNA expression were processed and analyzed using FIJI [10]. to measure integrated density in each image.

**Visualization and Quantification of *Ccnd1* mRNA ISH staining**

For quantification of *Ccnd1* mRNA ISH-staining in the anterior cerebellum of 9-month-old mice, 2x2 tile image stacks (16 bit) of lobule IV/V (white square in Fig. 4 B) were taken on a Zeiss LSM700 confocal microscope with 488 nm and 555 nm lasers using a 20x objective (Plan-Apochromat 20x/0.8 M27). We analyzed five cassettes, each containing HD and control brains, resulting in five matched biological replicates per genotype. To image sections from the same cassette the master gain and offset were adjusted for the section with the highest Ccnd1 signal intensity and the same settings were applied to all sections on the slide. Ccnd1 signal in the granular layer was quantified using FIJI. Stacked images were projected for by sum calculation and background was subtracted using a rolling ball algorithm (radius: 50 px). Regions of interest (ROI) were defined by using the polygon tool to outline the granular layer based on DAPI staining. The mean fluorescence intensity in ROIs was measured in the Ccnd1 channel, resulting in two measurements (right and left of arbor vita) for each image. As the control group failed the assumption of normal distribution (Shapiro-Wilk test W = 0.83, p = 0.03), intensity in HD and Control stainings was compared using a Wilcoxon rank-sum test, designed for non-parametric, matched samples. Since we found that age of the paraffine blocks and time between sectioning and staining greatly influenced the overall staining quality, we found it appropriate to treat HD and Control sections which originating from the same paraffine blocks, and were therefore processed, stained, and scanned under same conditions, as paired samples.

For visualization in Figure S7, images of cerebellar lobules III-V were taken from HD and Control sections originating from the same cassette. Using FIJI, images were converted to 8-bit and a scale bar of 250 microns was added (pixel size = 0.1633096 micron). Image brightness and contrast for each channel was adjusted first for the HD section, as it had the higher signal intensity, and then the same minimum and maximum displayed values were applied to the control section.

**RiboTag RNAseq**

**Immunoprecipitation of cell type specific RNA with RiboTag**

Tissue homogenates were prepared from deep frozen samples in Polysome buffer (PSB) containing 50 mM Tris (pH 7.5), 100 mM KCl, 12 mM MgCl_2_, 1% IPEGAL CA-630, 1 mM DTT, 60 U/ml RiboLock RNase inhibitor (ThermoScientific, Waltham MA), 100 µg/ml cycloheximide (Sigma-Aldrich, St. Louis MO), and 2x SigmaFast EDTA-free protease inhibitor cocktail (Sigma-Aldrich, St. Louis MO), using 200 µl ice-cold PSB per 0.01 g tissue. Homogenates were obtained using Wheaton Potter-Elvehjem homogenizers and PTFE pestles (DWK Life Science, Millville, NJ) with a motorized homogenizer (HEI-Torque Core, heidolph, Schwabach, Germany) at 450 rpm, then centrifuged at 10000 xg for 10 min to obtain supernatant (S1). Total RNA was isolated from 200 µl S1 by phenol-chloroform extraction using Trizol, and purified using the Qiagen RNEasy kit (Qiagen, Hilden, Germany). Total RNA was eluted with 30 µl nuclease-free water and stored at -72 °C. The 900 µl of the remaining S1 were used for RiboTag immunoprecipitations. The S1 was pre-cleared using 75 µl protein-G dynabeads (PGDB; Invitrogen, Waltham MA, Cat. 1009D, Lot: 00729875), conjugated with 9 µg IgG2b Isotype antibody (Invitrogen, Waltham MA; Cat. 14473285, Lot: 2025721). Beads were collected in a magnetic rack and cleared S1 was incubated with 36 µl anti-HA 12CA5 monoclonal antibody (Roche, Cat. 11666606001, Lot: 39746400), rotating at 4 °C for 90 min. 90 µl washed PGDB were resuspended in the S1-antibody mix and incubated rotating at 4 °C for 45 min. Beads were washed twice with 900 µl PSB, thrice with 900 µl HSB (containing 50 mM Tris (pH 7.5), 300 mM KCl, 12 mM MgCl_2_, 1% IPEGAL CA-630, 1 mM DTT, 20 U/ml RiboLock RNase inhibitor, 100 µg/ml cycloheximide, and 0.5x SigmaFast EDTA-free protease inhibitor cocktail) and once with 900 µl EHSB (as HSB, containing additional 300 mM NaCl) by careful resuspension in wash buffer and incubation at 300 rpm, room temperature, 5 min. Following washing, ribosomes and mRNA extracted using phenol-chloroform extraction with Qiazol (Qiagen, Hilden, Germany) and clean up using the Qiagen RNeasy Mini kit according to protocol. Columns were eluted with 30 µl of nuclease-free water and stored at -72 °C. To increase yield for PV samples, duplicated IPs were performed using two aliquots of 900 µl S1 were taken from same brain homogenate and pooled at the clean-up step.

**Library preparation and sequencing:** Libraries were prepared at SNP&SEQ Technology platform at NGI Uppsala, Sweden, using the Illumina TruSeq Stranded mRNA kit. Quality control and quantification of RNA samples and libraries was performed using Agilent Tapestation (Agilent, Santa Clara CA). Paired end sequencing (100 bp) was performed on an Illumina NovaSeq6000 sequencer using a S4 flow cell (Illumina, San Diego CA). Libraries of three samples failed initial sequencing and were re-sequenced at 150 bp PE and the same platform (indicated in metadata file as seq_run = 2).

**Alignment** was performed using the nf-core/rnaseq 3.0 analysis pipeline[11] using default settings. STAR and Salmon were used for alignment and quantification. Sequences for ERCC spike ins and RiboTag-HA tag were included as additional Fasta file. Samples were kept if they contained >30M mapped reads and <20% ribosomal RNA reads.

**Bioinformatic analysis**

**Principle component analysis** was done by calculating the variance for protein-coding genes based on log-scaled transcripts per million (TPM) values across either RiboTag IP and total RNA input samples. Top 500 most variable genes were used for principal component analysis with prcomp() and visualized with ggplot2 (v 3.3.3). To analyze enrichment of cell type-specific marker genes in RiboTag IP samples we normalized log2-transformed TPM values to total RNA and calculated the row-wise, normalized z-score using the formula: Z = (x – mean(total RNA))/SD(row), where x = sample TPM and SD = row-wise standard deviation. Heatmaps were visualized using pheatmap (v 1.0.12).

**Differential expression analysis** was performed with DESeq2 (v 1.30.1) to compare disease and control samples for each cell type. Genes were prefiltered to include only protein coding genes with a row-wise mean count > 10. Genes with a false discovery rate (FDR)-adjusted p-value ≤ 0.05 were considered as differentially expressed.

**Overrepresentation analysis** (ORA) for differentially expressed genes was performed for each investigated cell type using the enrichGO() function from clusterProfiler (v 3.18.1) for Biological Processes, with a cutoff of FDR < 0.05. Bulk RNA data for cerebrum and cerebellum in HD is available on hdinhd.org or at Gene Expression Omnibus under accession number (GEO:GSE65776)[12]. Bulk data for SCA1 can be found under accession number (GEO:GSE122099).

**Gene set enrichment analysis (GSEA)** for GO Biological Process (c5.go.bp.v7.4.symbols; gsea-msigdb.org) and KEGG pathways (KEGG_mouse_2019; maayanlab.cloud/Enrichr) was performed using piano (v 2.6.0). Gene set statistics for different directionality classes were calculated with the piano R package[13] using six different methods to calculate statistical significance by setting argument for “geneSetStats” to “mean”, “median”, “sum”, “stouffer”, “reporter” or “tailStrength”. Median consensus scores were calculated based on adjusted p-values using the integrated consensusScores() function. Terms with distinct directional adjusted p values ≤ 0.05 in at least two of the six applied gene set statistics were included in result. For visualization, GO terms were collapsed to parent terms using rrvigo (v 1.2.0) by semantic similarity (“Resnik”, threshold = 0.8).

**Chip-X enrichment analysis (ChEA)** was performed according to Lachman et al.[14] using the enrichr R-package (v ) to analyze overrepresentation of DEGs among gene sets defined in the “ChEA 2016” collection of transcription factor-associated genes based on various ChIP (chromatin immunoprecipitation) methods.

**Overlap analysis** of cell type-specific DEGs from RiboTag IPs with RNAseq data was calculated using Fisher’s exact test with the GeneOverlap (v 1.26.0) R package, using the average number of protein coding genes detected in IP samples (12519) as background.

**References**

1. Lin CH, Tallaksen-Greene S, Chien WM, Cearley JA, Jackson WS, Crouse AB, et al. Neurological abnormalities in a knock-in mouse model of Huntington’s disease. Hum Mol Genet [Internet]. 2001;10:137–44.

2. Heng MY, Duong DK, Albin RL, Tallaksen-Greene SJ, Hunter JM, Lesort MJ, et al. Early autophagic response in a novel knock-in model of Huntington disease. Hum Mol Genet. 2010;19:3702–20.

3. Kaczmarczyk L, Reichenbach N, Blank N, Jonson M, Dittrich L, Petzold GC, et al. Slc1a3-2A-CreERT2 mice reveal unique features of Bergmann glia and augment a growing collection of Cre drivers and effectors in the 129S4 genetic background . Sci Rep. 2021/03/08. 2021;11:5412.

4. Kaczmarczyk L, Schleif M, Dittrich L, Williams RH, Bansal V, Rajput A, et al. Distinct translatome changes in specific neural populations precede electroencephalographic changes in prion- infected mice. 2022;1–29.

5. Vong L, Ye C, Yang Z, Choi B, Chua S, Lowell BB. Leptin Action on GABAergic Neurons Prevents Obesity and Reduces Inhibitory Tone to POMC Neurons. Neuron [Internet]. Elsevier Inc.; 2011;71:142–54. Available from: http://dx.doi.org/10.1016/j.neuron.2011.05.028

6. Haimon Z, Volaski A, Orthgiess J, Boura-Halfon S, Varol D, Shemer A, et al. Re-evaluating microglia expression profiles using RiboTag and cell isolation strategies. Nat Immunol. 2018;19:636–44.

7. Hippenmeyer S, Vrieseling E, Sigrist M, Portmann T, Laengle C, Ladle DR, et al. A developmental switch in the response of DRG neurons to ETS transcription factor signaling. PLoS Biol [Internet]. 2005/04/20. 2005;3:e159. Available from: https://www.ncbi.nlm.nih.gov/pubmed/15836427

8. Dittrich L, Petese A, Jackson WS. The natural Disc1-deletion present in several inbred mouse strains does not affect sleep. Sci Rep [Internet]. 2017/07/20. 2017;7:5665. Available from: https://www.ncbi.nlm.nih.gov/pubmed/28720848

9. Steele AD, Jackson WS, King OD, Lindquist S. The power of automated high-resolution behavior analysis revealed by its application to mouse models of Huntington’s and prion diseases. Proc Natl Acad Sci U S A [Internet]. 2007;104:1983–8. Available from: https://www.ncbi.nlm.nih.gov/pubmed/17261803

10. Schindelin J, Arganda-Carreras I, Frise E, Kaynig V, Longair M, Pietzsch T, et al. Fiji: An open-source platform for biological-image analysis. Nat Methods. 2012;9:676–82.

11. Ewels PA, Peltzer A, Fillinger S, Patel H, Alneberg J, Wilm A, et al. The nf-core framework for community-curated bioinformatics pipelines. Nat. Biotechnol. United States; 2020. p. 276–8.

12. Driessen TM, Lee PJ, Lim J. Molecular pathway analysis towards understanding tissue vulnerability in spinocerebellar ataxia type 1. Elife. 2018;7:1–32.

13. Väremo L, Nielsen J, Nookaew I. Enriching the gene set analysis of genome-wide data by incorporating directionality of gene expression and combining statistical hypotheses and methods. Nucleic Acids Res [Internet]. 2013;41:4378–91. Available from: https://doi.org/10.1093/nar/gkt111

14. Lachmann A, Xu H, Krishnan J, Berger SI, Mazloom AR, Ma’ayan A. ChEA: Transcription factor regulation inferred from integrating genome-wide ChIP-X experiments. Bioinformatics. 2010;26:2438–44.

How the deposited data were processed for this re-analysis (not part of the article)

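RiboTag IP and total RNA libraries came from Hdh Q7/Q200 (HD) and Hdh Q7/Q7 (control) mice carrying Cre drivers for Gad2+, PV+ or vGluT2+ neurons, and from an SST line that the paper does not report. There were 106 libraries, 67 IP and 39 total RNA, from 45 mice, each mapped to genotype, line, region and replicate by its sample labels. The authors aligned and quantified paired reads with STAR and Salmon through nf-core/rnaseq with default settings, after adding ERCC spike-in and HA tag sequences to the reference, and deposited estimated counts per gene without normalization. The genome build and annotation release are not given in the sources used here. Gene types, positions, transcript lengths and GC content came from GENCODE M21 (GRCm38) by Ensembl identifier without version, which matched 55141 of 55401 genes.

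Of the deposited values 8.57% were not whole numbers, and estimated counts were rounded to whole numbers. The 92 spike-ins held at most 4.45% of a library and were left out of library sizes. Library totals on mouse genes ran from 21905238 to 107753596 (median 35866734). No 2 replicates differed as little as counting error would allow, the lowest chi-square per degree of freedom of a pair being 9.05.

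HD and control libraries were compared by the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) with TMM normalization on protein-coding genes with a mean count over 10 in the libraries compared, and Benjamini-Hochberg adjusted p-values of 0.05 or less were called. Only the HD and control IPs of a cell type entered its fit, and total RNA was compared with the Cre line as a covariate. The IP to total RNA comparisons of markers had genotype as a covariate. Differences between cerebellar cell types, and between IP and total RNA, were tested as interactions. Standard errors are the log2 fold change divided by the square root of the F statistic. Gene families were tested with camera and fry of limma 3.58.1 on log2 CPM, with a preset inter-gene correlation of 0.01 for camera and adjustment over the 6 tests of 3 families in 2 cell types. PCA used the 500 most variable protein-coding genes on log2(CPM + 1), with silhouette widths tested by 100000 permutations of the line labels. Figures and tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

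The HD against control, interaction and marker fits were tested on simulated data, drawn from the means, spread and library sizes of the real libraries with 200 genes changed by known folds, and camera with 80 genes changed. The HD against control fit of edgeR recovered 58.5% (SST+ IPs) to 80.5% (PV+ IPs) of the changed genes tested, and 0.758% to 6.67% of its calls were unchanged genes. The interaction fit recovered 77.5% and the marker fits 84.5% to 89.5%. Depth was not varied in these simulations, and each gene was drawn on its own, without trends shared across genes. The shares hold for the folds planted, which were larger for the interaction fit, and do not measure recovery of smaller changes. Totals of this size bound the precision of genes with few counts.

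Genes named in the text were fixed by rule: genes that the paper names for RiboTag data or labels in Fig. 3C, 3D, 6C, S4C, S4D and S6B, for which the paper's values had been seen, and per comparison the 5 called genes with the largest log2 fold change among those whose groups do not overlap. Where another gene is named, the text says that it was chosen after its values were seen. Lists of oligodendrocyte, astrocyte, microglia, striatal projection neuron, Purkinje cell and granule cell genes were given as medians.

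The alternatives were DESeq2 1.42.0 in place of edgeR, DESeq2 size factors, no filter on low counts, edgeR's filterByExpr, all gene types, the replicate number as a block, *Xist* as a covariate, all IP libraries in one fit, leaving out the re-sequenced library or each library in turn, and SST total RNA added. Markers were also tested on CPM without TMM, against total RNA of the same line only, and with the mouse as a block. For families, fry and an estimated correlation were tried, and for PCA 100 or 2000 genes and a pseudocount of 0.1. Overlap was repeated at adjusted p-values of 0.1 and 0.01, distances to *Htt* at 10 and 40 Mb, and depletion at 4-fold. Fits of total RNA from each cerebellar line alone, and libraries thinned to 23000000 counts, were added after the data had been seen. The GO overrepresentation, GSEA, transcription factor target and zQ175DN comparisons were not repeated, since the gene sets and tables they need were not used here. Histology and ISH were not analysed here. Values of some single genes are not reported here.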

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

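In this part, the tests of the share of counts on protein-coding genes and the fits of each line's total RNA alone were chosen only after the result was seen. Libraries were set apart by Dixon's test, from the gap to the nearest other library of the group over the range of the group. For the named genes it set apart a library in 16 of 192 groups, where chance gives 9.6, and for library measures in 9 of 30 groups, where chance gives 1.5. Chance sets apart about 1 in 20 groups.

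In PV+ IPs, HD replicate 3 held *Penk* at 69.8 CPM, against 31.3 to 37.6 in the other HD libraries, *Ppp1r1b* at 109 CPM (32.2 to 47.7) and *Pcp4* at 288 CPM (121 to 166). RNA from striatal projection neurons in that library would raise other striatal genes too. Of the 8 other genes of the striatal list, 0 were highest in that library, and their median log2 ratio to the other HD libraries was −0.2, which argues against this explanation. The cause of the 3 high values stays open.

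In cerebellar Gad2+ IPs, HD replicate 4 held *Plk5* at 15 CPM, against 6.19 to 8.33 CPM in the other HD libraries. In cerebellar vGluT2+ IPs, HD replicate 4 held *Cplx2* at 2420 CPM (1760 to 1960 in the others) and *Pcgf2* at 41.8 CPM (25.8 to 27.5). Across genes, the log2 ratio of the first library to the other HD libraries followed transcript length with a Spearman rho of −0.47 and GC content with 0.64, and that of the second followed GC content with a rho of 0.61. Trends of similar size were found in libraries without such values. The rho with length was −0.54 in Gad2+ control replicate 2 and 0.48 in Gad2+ HD replicate 3, and that with GC content was −0.52 in vGluT2+ HD replicate 3. A bias with GC content or gene length thus stays open for these values without being shown, since rhos across genes do not decide a single gene's value, and no biological explanation was tested, since the design gives no difference among HD mice of a line.

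Other single values far from their group were *Drd2* in cerebral Gad2+ control replicate 4 (185 CPM, others 139 to 154), *Ddit4l* in cerebral Gad2+ HD replicate 4 (4.99 CPM, others 2.33 to 2.88), *Arpp19* in PV+ control replicate 6 (44.9 CPM, others 70.3 to 83), *Ppp1r1b* in cerebral vGluT2+ control replicate 1 (225 CPM, others 127 to 158) and *Gsg1l* in the re-sequenced cerebral vGluT2+ HD library (139 CPM, others 105 to 108). In the cerebellum they were *Igfbp5* in Gad2+ HD replicate 1 (52.2 CPM, others 69.3 to 75.2), *Adra2c* in Gad2+ control replicate 4 (8.9 CPM, others 5.89 to 7.01) and *Cd300lb* in vGluT2+ HD replicate 1 (0.209 CPM, others 0 to 0.0699). In total RNA they were *Ccdc63* in cerebellar HD Gad2 replicate 2 (2.35 CPM, others 1.1 to 1.3) and *Tmc3* in cerebral HD Gad2 replicate 1 (3.2 CPM, others 0.732 to 1.74). No technical or biological explanation was tested for these, and the number of such genes was not far above chance.

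The share of counts on protein-coding genes was low in 5 IPs. It was 77.43% in cerebellar Gad2+ control replicate 5 (97.3% to 98.13% in the others of the group), 89.07% in cerebral Gad2+ control replicate 5 (96.32% to 98.05%), 93.38% in cerebral vGluT2+ control replicate 6 (97.03% to 97.41%), 91.69% in cerebellar vGluT2+ HD replicate 6 (97.02% to 98.1%) and 81.85% in the re-sequenced cerebral vGluT2+ HD library (96% to 97.52%). In each of them, 3 genes held 86.3% to 96.8% of the counts outside the protein-coding class, led by CT010467.1, which is annotated as rRNA. A few genes taking most of the counts is a possible explanation that the 86.3% bears out, with rRNA carried into the library as its form. The libraries come from both genotypes. Protein-coding genes alone were tested, with library sizes over all mouse genes and TMM scaling.

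Total counts stood apart in the re-sequenced PV+ HD library (107753596, others 32941860 to 52739849), the re-sequenced cerebellar Gad2+ HD library (93692505, others 26873270 to 46394707), cerebral vGluT2+ control replicate 2 (68022516, others 29903373 to 43035667) and SST+ control replicate 3 (40913915, others 28527929 to 31514507). Without the re-sequenced library, 4 genes were called in PV+, 0 in cerebellar Gad2+ and 1 in cerebral vGluT2+ IPs, against 5, 2 and 1 with it. Of the 4 genes in PV+ IPs, 2 were among the 5 called with all libraries. The 1 gene called in cerebral vGluT2+ IPs was not the gene called with all libraries. Because the second run holds HD libraries alone, a difference between sequencing runs cannot be told apart from genotype in these 3 libraries.

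The HD effect differed between cerebellar vGluT2+ and Gad2+ IPs for 15 genes by edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment, and for 67 by DESeq2. Differences of the log2 fold change, vGluT2+ minus Gad2+, included −1.18 for *Igfbp5* and 0.81 for *Cbx8*. A result as large came from 2 of 100 splits of the samples, the real one included, with 122 genes in the other, so that chance can be excluded at 1 in 20. Trends with GC content or length, and carry-over between cell types, were not tested for these differences. That the cell types respond differently, as the design names them, therefore stays open as a hypothesis beside chance and technical explanations.

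Total RNA was used in the paper to judge IPs, and HD effects in it are not reported there. In cerebellar total RNA, 3544 genes differed between HD and control mice with the Cre line as a covariate, and in cerebral total RNA 21 genes. With the real split included, a result as large came from 1 of 100 splits in the cerebellum, where chance can be excluded, and from 6 of 100 in the cerebrum, where it cannot and the highest count of another split was 9471. The cerebellar count differed by line and rested on single libraries of both lines, with 96 calls without vGluT2 HD replicate 4 and 118 without Gad2 HD replicate 2. Total RNA of the vGluT2 line alone gave 7565 calls (1 of 35 splits as large), and total RNA of the Gad2 line alone gave 0, with 316 genes at an unadjusted p under 0.05 in the edgeR test. The HD effect differed between the lines for 238 of 14477 genes by the interaction test. By the same test it differed between IP and total RNA of the vGluT2 line for 4066 genes. A count as large came from 2 of 100 splits, the real one and one with 4566. Of the mice in that fit, 7 gave both IP and total RNA, and the mouse was not a block. In the vGluT2 line's total RNA, log2 fold changes followed GC content across genes with a Spearman rho of 0.68 and transcript length with −0.43, against 0.16 and −0.24 in the Gad2 line. The rho with GC content was also −0.65 in cerebral total RNA, 0.5 in cerebral Gad2+ and 0.39 in cerebral vGluT2+ IPs, with 21, 4 and 1 calls, so that such a trend alone did not bring many calls there. GC content or gene length bias is a candidate explanation for the large count that stays open, and a difference between library batches cannot be told apart from it, since no library batch is given for the 8 and 6 libraries of the lines. A lower share of another cell type cannot be told apart either. The microglia list rose by a median log2 fold change of 0.67 (1 of 10 lower), but the Purkinje cell list, with a median of −0.38, went both ways (5 of 8 lower). How much of the count reflects genotype stays open.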

How the results depend on the processing

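The alternatives described in the processing summary were set before the data were examined, apart from the tests chosen only after the result was seen, which are the fits of each cerebellar line's total RNA alone and the libraries thinned to one total. The 108 values of named genes, of which 52 passed the threshold and 56 did not, gave 756 values with the same direction and side of the threshold under alternatives other than leaving out a library, while 55 lost and 38 gained significance and 4 changed sign. With a library left out, 1116 kept both, 167 lost and 2 gained significance, and 13 changed sign. Significance was lost by 15 of 93 with the replicate block, 13 of 108 with the *Xist* covariate, 11 of 93 in one fit of all IP libraries, 6 of 46 without the re-sequenced library, 2 of 108 with DESeq2 size factors, 4 of 108 with no filter on low counts, 0 of 91 with filterByExpr, 4 of 93 with all gene types, 0 of 107 with DESeq2 and 0 of 6 with SST total RNA added.

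DESeq2 called 75 genes in cerebral Gad2+, 42 in PV+, 25 in cerebral vGluT2+, 22 in cerebellar Gad2+, 663 in cerebellar vGluT2+ and 2 in SST+ IPs, against 4, 5, 1, 2, 285 and 0 by edgeR. It called 119 in cerebral total RNA and 67 for the difference between cerebellar cell types, against 21 and 15. On simulated counts, 14.1% to 19% of DESeq2's calls were unchanged genes. One fit of all IP libraries called 27, 0, 5, 8 and 552 in the same order of the paper's 5 cell types. In cerebral vGluT2+ IPs, no gene was called (0) with DESeq2 size factors, no filter on low counts or all gene types. In cerebellar Gad2+ IPs, 1 gene was called with DESeq2 size factors or no filter, and 0 with all gene types or without the re-sequenced library. *Xist* as a covariate gave 7 in cerebral Gad2+, 1 in PV+ and 0 in cerebral vGluT2+ and cerebellar Gad2+ IPs. In cerebellar vGluT2+ IPs it gave 96 higher and 96 lower genes, against 124 and 161. SST total RNA added to the cerebral comparison gave 96. The overlap of cerebellar DEGs was 0 at an adjusted p of 0.01 and 16 by DESeq2, against 2. The cause was not tested, beyond the smaller number of genes or samples that a filter or a left-out library leaves.

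The replicate numbers shared by HD and control libraries were not taken to pair them, since the correlation of deviations of same-numbered libraries ran from −0.3 to 0.52 in cerebral Gad2+, −0.26 to 0.28 in PV+, −0.04 to 0.27 in cerebral vGluT2+, −0.09 to 0.39 in cerebellar Gad2+, −0.07 to 0.43 in cerebellar vGluT2+ and −0.13 to 0.11 in SST+ IPs. In the same order, its mean was 0.25, −0.03, 0.13, 0.21, 0.11 and −0.03, against −0.05, 0.01, −0.02, −0.04, −0.02 and 0.01 for libraries with other numbers, so that some pairing is not excluded. With the number as a replicate block, 9, 0, 0, 0 and 109 genes were called in the first 5 of these. *Cnr1* in PV+ IPs changed by −0.29 in place of 0.06. The oxidative phosphorylation family in vGluT2+ IPs turned lower (camera adjusted p = 0.694). In the Gad2 line, same-numbered HD and control mice carry adjacent codes, which also leaves pairing open.

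With a library left out, 3 (HD replicate 5) to 12 (HD replicate 4) genes were called in cerebral Gad2+ IPs. In PV+ IPs the count was 0 without control replicate 1, 2 or 5 or HD replicate 1 or 3, 1 without control replicate 4 or 6, 2 without control replicate 3 or HD replicate 2 or 5, and 4 without the re-sequenced library. In cerebral vGluT2+ IPs it was 0, or 1 without control replicate 5 or the re-sequenced library. In cerebellar Gad2+ IPs it was 0, or 3 without HD replicate 4. In cerebellar vGluT2+ IPs it ran from 149 (control replicate 1) to 255 (HD replicate 4), and was 152 without HD replicate 1, 169 without control replicate 3, 173 without control replicate 2 or HD replicate 5 and 188 without control replicate 4. Of the 161 lower and 124 higher genes, 87 and 60 remained without control replicate 1. In SST+ IPs it was 0, or 1 without HD replicate 3.

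In cerebellar total RNA the count ran from 96 (vGluT2 HD replicate 4) to 7408 (Gad2 HD replicate 3). It was 5078, 302 and 5282 without Gad2 control replicate 1, 2 and 3, 2425 and 118 without Gad2 HD replicate 1 and 2, 104, 104, 127 and 143 without vGluT2 control replicate 1 to 4, and 1278, 125 and 122 without vGluT2 HD replicate 1, 2 and 3. In cerebral total RNA it ran from 4 (PV HD replicate 2) to 43 (Gad2 HD replicate 3). It was 12, 7, 9 and 13 without Gad2 control replicate 2 and 3 and Gad2 HD replicate 1 and 2, 11, 9 and 6 without PV control replicate 2 and 3 and PV HD replicate 3, and 5, 7, 7, 7, 10 and 8 without vGluT2 control replicate 1, 2 and 3 and HD replicate 1, 2 and 3. With fewer samples the fit also has fewer degrees of freedom, and the cause of single changes was not tested.

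Several named genes changed sign. *Drd2* in cerebral vGluT2+ IPs was 0.01 with the *Xist* covariate and −0.09 to 0.02 with a library left out (0.02 without control replicate 3). *Pcp4* there was −0.08 without the re-sequenced library, −0.08 with the *Xist* covariate and −0.09 (control replicate 4) to 0.14. In PV+ IPs, *Pcp4* ran from −0.19 (HD replicate 3) to 0.2 and *Cnr1* from −0.27 (HD replicate 3) to 0.24, with −0.05 without control replicate 6. *Vamp2* in cerebellar vGluT2+ IPs ran from −0.16 to 0.03 (control replicate 1), and *Shox2* from −6.22 (HD replicate 5) to 1.6 (control replicate 5).

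For gene families, fry gave an adjusted p of 0.919 and camera with an estimated correlation 0.89 for the ribosomal proteins in both cell types and the proteasome in vGluT2+ IPs. With a library left out, camera's adjusted p in Gad2+ IPs ran from 8.08e-10 (HD replicate 2) to 0.127 (control replicate 3) for ribosomal proteins, also above the threshold without control replicate 5 (0.0954) and HD replicate 1 (0.12), and reversed without HD replicate 4 (0.008). Oxidative phosphorylation ran from 0.0012 (HD replicate 2) to 0.954 (control replicate 5), past the threshold without control replicate 1 (0.028), control replicate 2 (0.00223), HD replicate 3 (0.00405) and the re-sequenced library (0.00443), and lower without HD replicate 4 (0.00663), HD replicate 1 (0.395) and control replicate 3 (0.911). The proteasome ran from 0.0303 (control replicate 2) to 0.969 (control replicate 3), with 0.0431 without HD replicate 2 and lower without HD replicate 4 (0.862). In vGluT2+ IPs, ribosomal proteins ran from 5.24e-09 to 0.0431 and the proteasome from 5.73e-06 to 0.0116. Oxidative phosphorylation there ran from 0.0415 (HD replicate 5) to 0.953 (control replicate 5), past the threshold also without HD replicate 3 (0.0493), and lower without control replicate 2 (0.368), HD replicate 2 (0.681), HD replicate 4 (0.764) and HD replicate 6 (0.551). The cause was not tested.

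Genes called by DESeq2 in cerebral total RNA lay within 20 Mb of *Htt* more often than elsewhere (two-sided Fisher's exact test, p = 0.00818), against p = 1 for the calls of edgeR at windows of 10, 20 and 40 Mb. The correlation across genes of HD effects in cerebral Gad2+ IPs and total RNA was 0.19 for genes depleted 4-fold, against 0.12 for 2-fold. Thinning libraries to 23000000 counts gave 4, 2 and 265 calls in cerebral Gad2+, cerebellar Gad2+ and cerebellar vGluT2+ IPs, against 4, 2 and 285. Depth limited these counts little. PV+ IPs fell from 5 to 2 calls and cerebral vGluT2+ IPs from 1 to 0.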

Differences from the paper's values

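None of the alternatives compared here was chosen only after the result was seen, and no tests were added for this part. The paper gives 626 DEGs in cerebellar vGluT2+ neurons, against 285 here. Of 19 alternatives set before the data were examined, DESeq2 (663) and one fit of all IP libraries (552) came within 1.5 times of the paper's number, and 17 did not. For cerebral Gad2+ neurons the paper shows about 62 DEGs in Fig. 3D, read by eye, against 4 here. DESeq2 (75) came within 1.5 times and the other 19 alternatives did not. For PV+ neurons it shows about 37 in Fig. 3D, read by eye, against 5 here, and again DESeq2 (42) alone of 20 alternatives came that close. For cerebral vGluT2+ neurons it shows about 38 in Fig. 3D, read by eye, against 1 here, and none of 21 alternatives came within 1.5 times, DESeq2 giving 25. For cerebellar Gad2+ neurons it shows about 12 in Fig. 3D, read by eye, against 2 here. One fit of all IP libraries (8) came within 1.5 times, and the other 20 alternatives did not, DESeq2 giving 22. The paper's methods name DESeq2.

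Several log2 fold changes read by eye in Fig. 3C were smaller in size than those here by more than the standard error. The paper's text does not say whether the log2 fold changes it plots, in Fig. 3C, 6C or S6B, were shrunken towards 0, and shrunken values would be another quantity than those here. In cerebral Gad2+ neurons the paper shows about −0.27 for *Chn1* (here −0.55), about −0.27 for *Cnr1* (−0.64), about −0.4 for *Drd1* (−0.58), about −0.3 for *Gsg1l* (−0.44), about −0.5 for *Pde10a* (−0.84) and about −0.72 for *Penk* (−0.9). None of 20 alternatives closed the gap for *Chn1*, *Cnr1* and *Pde10a*. It closed for *Drd1* in one fit of all IP libraries and without control replicate 3, for *Gsg1l* in one fit and without control replicate 3 or HD replicate 2, and for *Penk* in one fit and without control replicate 2, 3, 4 or 6 or HD replicate 1 or 2. In PV+ neurons the paper shows about −0.52 for *Pde10a* (Fig. 3C, read by eye), against −0.66 here. The gap closed with DESeq2, DESeq2 size factors, no filter on low counts, all gene types, one fit, and without control replicate 1, 2 or 6 or HD replicate 1, 2 or 5, and not with the other 9 of 20 alternatives. In cerebral vGluT2+ neurons the paper shows about −0.23 for *Arpp19* (Fig. 3C, read by eye; here −0.54), about −0.33 for *Arpp21* (−0.46), about −0.21 for *Penk* (−0.52) and about −0.31 for *Ppp1r1b* (−0.54). The gap closed for *Arpp21* with the *Xist* covariate and without control replicate 2, and for the other genes with none of 21 alternatives.

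In cerebellar vGluT2+ neurons the paper shows about 0.88 for *Cbx2* (Fig. 6C, read by eye; here 1.09), about 0.92 for *Cbx8* (1.29) and about 0.29 for *Pcgf2* (0.53). The gap closed for *Cbx2* with DESeq2, the *Xist* covariate, one fit of all IP libraries, and without control replicate 4 or 5 or HD replicate 1 or 2. None of 19 alternatives closed it for *Cbx8* and *Pcgf2*. In cerebellar Gad2+ neurons the paper shows about 0.4 for *Kcnk2* (Fig. S6B, read by eye; here 0.62), about −0.94 for *Chil5* (−1.94), about −0.73 for *Car9* (−1.88) and about 0.35 for *Adra2c* (0.54), and none of 21 alternatives closed these gaps.

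The paper calls *Htt* lower in PV+ neurons. Here its log2 fold change was −0.42 with an adjusted p of 0.319 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and over the alternatives 0.0264 (DESeq2) to 1. The paper calls DEGs that edgeR did not call. DESeq2 called *Drd1*, *Penk*, *Pde10a*, *Pcp4*, *Chn1*, *Cnr1*, *Gsg1l*, *Vip*, *Grm3*, *Chrna6* and *Htr4* in cerebral Gad2+, *Drd2*, *Pde10a* and *Arpp21* in PV+, *Arpp21* and *Ppp1r1b* in cerebral vGluT2+, and *Cdkn1a*, *Plk5*, *Igfbp5*, *Adra2c*, *Car9*, *Ccdc63*, *Chil5*, *Kcnk2* and *Spef1* in cerebellar Gad2+ IPs. Some were also called by edgeR under another setting. In one fit of all IP libraries these were *Chn1*, *Pde10a* and *Penk* in cerebral Gad2+, *Igfbp5*, *Kcnk2* and *Plk5* in cerebellar Gad2+ and *Pcgf2* in cerebellar vGluT2+ IPs. *Penk* was also called with the replicate block, the *Xist* covariate and without HD replicate 4, and *Plk5* without HD replicate 4. Adjusted p-values over the alternatives of single genes reached 0.25 for *Penk* in cerebral Gad2+ IPs and 0.97 for *Plk5* in cerebellar Gad2+ IPs. *Pcgf2* had 0.0155 by DESeq2 and up to 0.154 over the alternatives, and 0.0119 when adjusted over the list alone. The paper gives *Drd2* and *Ppp1r1b* as lower in cerebral neurons, and both were lower in cerebral Gad2+ IPs here (−0.35 and −0.58) without a call under any of 20 alternatives.

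The paper gives *Vamp2* as lower in cerebellar vGluT2+ neurons. Here its log2 fold change was −0.09 with an adjusted p of 0.76 from the same test, and no alternative called it (0.601 to 0.91), while *Cplx2*, *Cplx3* and *Snap25* were called lower. The paper gives 5 striatal genes as depleted in PV+ IPs. Here 4 were, and *Drd1* was not (log2 ratio −0.05, adjusted p = 0.733 from the same test, and 0.665 to 0.969 over the alternatives). The paper states that oxidative phosphorylation is raised in Gad2+ neurons alone. Here the gene family fixed by symbol did not pass camera in Gad2+ IPs (0.304), passed it as higher without each of 5 single libraries and as lower without HD replicate 4 (0.00663), and had adjusted p-values over the alternatives of 0.0012 to 0.954. In vGluT2+ IPs it did not pass either (0.472), and passed as higher without HD replicate 3 (0.0493) or HD replicate 5 (0.0415). The paper's 7 genes were all lower in cerebral Gad2+ IPs, 6 of 7 were lower in PV+ and 6 of 7 in cerebral vGluT2+ IPs, with *Pcp4* at 0.1 and 0.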

Other observations

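In this part, the tests of overlapping genes for *Gm49333*, of control replicate 5 and of *Shox2*, and the thinning of libraries, were chosen only after the result was seen. Genes named here that no rule covers, *Cbln1*, *Gm49333*, *mt-Nd3*, *Shox2*, *Tcf7l2*, *Lhx9* and *Slc17a6*, and *Ccnd1* and *Htt* in total RNA, were chosen after their values were seen.

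Among splits of the samples, the real one included, as many calls came from 2 of 100 for cerebral Gad2+, 2 of 100 for PV+, 2 of 100 for cerebral vGluT2+, 4 of 100 for cerebellar Gad2+ and 1 of 100 for cerebellar vGluT2+ IPs, so that chance can be excluded at 1 in 20 for each. The highest count of a split other than the real one was 13, 464, 1, 959 and 26 in the same order, against real counts of 4, 5, 1, 2 and 285, so that a single split could exceed the real one by far in PV+ and cerebellar Gad2+ IPs. For each of the 5 marker comparisons, 1 of 40 splits gave as large a result, the real one. For gene families chance cannot be excluded, with camera's p as small in 64, 83 and 68 of 100 splits for the ribosomal proteins, oxidative phosphorylation and proteasome in Gad2+, and 54, 90 and 29 of 100 in vGluT2+ IPs.

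The larger number of DEGs in cerebellar vGluT2+ IPs was weighed against library size and spread. With every library thinned to 23000000 counts, 265 genes were called there and 4, 2, 0 and 2 in cerebral Gad2+, PV+, cerebral vGluT2+ and cerebellar Gad2+ IPs, which argues against library size. The common biological coefficient of variation was 0.265, against 0.274, 0.214, 0.324 and 0.262, which argues against a smaller spread between replicates. Genes called there within 20 Mb of *Htt* were 5 of 201, and elsewhere 280 of 13285 (two-sided Fisher's exact test over genes, p = 0.619). This argues against strain variants around the knock-in allele that act on nearby genes as the source of the calls. Effects of such a variant on distant genes were not tested. A change in the composition of the IPs was not weighed, and the granule cell list was lower there (median −0.54, 7 of 7 lower). The paper proposes that low heterogeneity of this population may explain part of the number, which was not tested here. It argues against an artifact, since its earlier study by the same approach saw no strong changes in these neurons. A response of these neurons to the mutation stays open as a hypothesis.

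*Ccnd1* rose in cerebellar total RNA from 28.1 ± 1.43 to 91.3 ± 10.8 CPM (SD, n = 7 per genotype; log2 fold change 1.7, SE 0.0983, adjusted p = 4.04e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the vGluT2 line the log2 fold change was 1.76 (SE 0.125, adjusted p = 3.29e-05 from the same test), and in the Gad2 line 1.61 (SE 0.174, adjusted p = 0.374). The change in the IPs minus that in total RNA of the vGluT2 line was 0.03, which argues against ribosome loading without a change in RNA amount. *Htt* changed by −0.49 (adjusted p = 0.0301 from the same test) in cerebellar and −0.53 (adjusted p = 0.0443) in cerebral total RNA. Among the called genes of the total RNA, the largest changes were −3.23 for *Myo15*, −2.41 for *Chrnb4*, −2.01 for *Fut1*, −2.01 for *Ccdc63* and −1.88 for *Klhdc7b* in the cerebellum, and 1.83 for *Tmc3*, −1.62 for *Gpx6*, 1.08 for *Slc30a2*, −0.84 for *Scn4b* and 0.73 for *Chdh* in the cerebrum. The *Myo15* call (adjusted p = 0.0188 from the same test) was lost without HD vGluT2 replicate 4.

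Genes called in cerebellar vGluT2+ IPs were followed in cerebellar total RNA. Across 282 of them, the log2 fold changes in total RNA of the Gad2 line, which came from other mice, had a Pearson correlation of 0.89 and a Spearman rho of 0.9, with the same sign for 275, and in total RNA of the vGluT2 line, which came mostly from the same mice as the IPs, 0.7 and 0.72, with the same sign for 234. Across all 13308 genes the Pearson correlation was 0.37 and 0.3. Genes are not independent replicates. Total RNA of the cerebellum is rich in granule cells, so that this was not tested apart from their share.

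Genes changed in both cerebellar cell types were weighed against granule cell RNA in the Gad2+ IPs, where granule markers stood at 9.28% to 27.9% (median 10.3%) of their vGluT2+ level. The change in CPM in Gad2+ IPs was a median of 1.59 times the change that the median share would carry over, and 7 of 10 genes exceeded it, but 1 (*Spef1*) exceeded the highest share by more than 1 SE. The changes of *Car9*, *Chil5* and *Grm4* did not exceed what the median share would carry over. RNA from granule cells may thus explain part of the shared changes, and cannot be told apart from a response of Gad2+ neurons, because the share depends on the marker.

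Striatal genes were lower in PV+ and cerebral vGluT2+ IPs of HD mice, with list medians of −0.47 (9 of 10 lower) and −0.28 (9 of 10 lower), against −0.55 in cerebral total RNA. Of the 10 genes, 6 are also named by the paper in its results for these libraries. Across 1887 genes depleted over 2-fold in PV+ IPs, HD effects in IP and total RNA had a Pearson correlation of 0.38 and a Spearman rho of 0.38, against a Pearson correlation of 0.13 over other genes, which is consistent with RNA from other cells in the PV+ IPs. In vGluT2+ IPs the correlation was 0.03, and the source cannot be told apart there, since the list fell less in the IP than in total RNA, as carry-over would need, while depleted genes as a whole did not follow total RNA.

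Glial genes were lower in PV+ IPs of HD mice, with medians of −0.39 for the oligodendrocyte, −0.34 for the astrocyte and −0.15 for the microglia list. In cerebral total RNA the astrocyte list changed by −0.04 and the oligodendrocyte list by −0.15, which argues against a change carried over from total RNA. Less RNA from other cells in HD IPs may also lower them. Genes depleted over 4-fold had a median of −0.101, smaller than the lists, so this cannot be told apart. In cerebral Gad2+ IPs the microglia list instead rose by 0.63 (10 of 10 higher), with −0.31 for oligodendrocyte and −0.28 for astrocyte genes. Medians of the astrocyte list were −0.37 in cerebral vGluT2+, −0.06 in cerebellar Gad2+ and −0.09 in cerebellar vGluT2+ IPs. The Purkinje cell list changed by −0.11 (8 of 8 lower) in cerebellar Gad2+ IPs and the granule cell list by −0.54 (7 of 7 lower) in cerebellar vGluT2+ IPs, against −0.3 and −0.51 in cerebellar total RNA.

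Genes lower in cerebellar vGluT2+ IPs could reflect RNA from other cells in control replicate 5, which held *Shox2* at 29.6 CPM, against 0 to 1.01 CPM in other libraries apart from HD replicate 5 (5.46). Without that library, 71.4% (115 of 161) of the genes called lower were still called, which argues against it as the cause of most calls. *Tcf7l2* was at 103 CPM there and 26.6 CPM in HD replicate 5, against 0.228 to 1.31 CPM in the others, *Lhx9* at 25.2 and 7.4 CPM (0.304 to 1.25) and *Slc17a6* at 108 and 67 CPM (7.81 to 42.8), while the 7 granule cell genes were within the range of the others, except *Cbln1* in HD replicate 5 (1270 CPM, others 1390 to 3170). For *Shox2*, RNA of neurons from outside the cerebellum is a candidate explanation, and the log2 fold change was −2.7 (SE 1.65, adjusted p = 0.465 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

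The ribosomal protein genes were weighed against length. Their median of edgeR's log2 fold changes was 0.119 in Gad2+ and 0.218 in vGluT2+ IPs, against 95th percentiles of 0.058 and 0.054 among 10000 random lists matched on expression and length. Gene length bias cannot be told apart by this, since members of the family move together (estimated correlations of 0.83 and 0.86), unlike the genes of a random list. The value in Gad2+ IPs rested on HD replicate 4, whose ratio to the other HD libraries fell with length (rho −0.47) and was 0.9 on the log2 scale for these genes. The proteasome genes had a median of 0.017 in Gad2+ (24 of 40 higher, camera adjusted p = 0.361) and 0.141 in vGluT2+ IPs (30 of 37 higher, camera adjusted p = 0.00103), a call not kept under fry or an estimated correlation.

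*Gm49333* was at 4.01 ± 6.38 CPM in cerebellar Gad2+ controls and 0 in HD mice (adjusted p = 0.491 from the same test, 0.000245 by DESeq2, 0.000245 to 0.97 over its alternatives). It was at 0 in 71 of 106 libraries and over 10 counts in 35, and 23 mice had libraries in both states, which argues against a strain or donor variant. It lies on chromosome 16 from 20611610 to 20645920 over *Ece2* and *Eef1akmt4* on the same strand, so that its reads are shared with overlapping genes, which is a candidate explanation. *mt-Nd3* was at 0 in 45 IPs and in no total RNA library, where its lowest count was 1117. Its log2 fold change of 11.41 in SST+ IPs (adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) compares with 0.44 to 1.6 for the other mitochondrial genes. Where it was above 0 in IPs, *mt-Nd3* ran from 28 to 546 counts. Zero counts from the quantification cannot be told apart from absence in the IPs, since the gene was low there even when present.

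The SST+ IPs (5 control and 4 HD mice) gave 0 DEGs of 14689 genes by edgeR, with 207 at an unadjusted p under 0.05 (259 in DESeq2) and 2 called by DESeq2. With 0 calls, 100 of 100 splits give as many whatever the data, so that splits decide nothing here. The striatal list had a median of −0.37 there (9 of 10 lower), the oligodendrocyte list −0.01, the astrocyte list −0.03 and the microglia list 0.28. The labels give other mouse codes for control replicates 3, 4 and 6, without an age.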
